# Genome-Wide Analysis of *leafbladeless1*-Regulated and Phased Small RNAs Underscores the Importance of the *TAS3* ta-siRNA Pathway to Maize Development

**DOI:** 10.1371/journal.pgen.1004826

**Published:** 2014-12-11

**Authors:** Marcela C. Dotto, Katherine A. Petsch, Milo J. Aukerman, Mary Beatty, Molly Hammell, Marja C. P. Timmermans

## Abstract

Maize *leafbladeless1* (*lbl1*) encodes a key component in the trans-acting short-interfering RNA (ta-siRNA) biogenesis pathway. Correlated with a great diversity in ta-siRNAs and the targets they regulate, the phenotypes conditioned by mutants perturbing this small RNA pathway vary extensively across species. Mutations in *lbl1* result in severe developmental defects, giving rise to plants with radial, abaxialized leaves. To investigate the basis for this phenotype, we compared the small RNA content between wild-type and *lbl1* seedling apices. We show that LBL1 affects the accumulation of small RNAs in all major classes, and reveal unexpected crosstalk between ta-siRNA biogenesis and other small RNA pathways regulating transposons. Interestingly, in contrast to data from other plant species, we found no evidence for the existence of phased siRNAs generated via the one-hit model. Our analysis identified nine *TAS* loci, all belonging to the conserved *TAS3* family. Information from RNA deep sequencing and PARE analyses identified the tasiR-ARFs as the major functional ta-siRNAs in the maize vegetative apex where they regulate expression of *AUXIN RESPONSE FACTOR3* (*ARF3*) homologs. Plants expressing a tasiR-ARF insensitive *arf3a* transgene recapitulate the phenotype of *lbl1*, providing direct evidence that deregulation of ARF3 transcription factors underlies the developmental defects of maize ta-siRNA biogenesis mutants. The phenotypes of *Arabidopsis* and *Medicago* ta-siRNA mutants, while strikingly different, likewise result from misexpression of the tasiR-ARF target *ARF3*. Our data indicate that diversity in *TAS* pathways and their targets cannot fully account for the phenotypic differences conditioned by ta-siRNA biogenesis mutants across plant species. Instead, we propose that divergence in the gene networks downstream of the ARF3 transcription factors or the spatiotemporal pattern during leaf development in which these proteins act constitute key factors underlying the distinct contributions of the ta-siRNA pathway to development in maize, *Arabidopsis*, and possibly other plant species as well.

## Author Summary

Mutations in maize *leafbladeless1* (*lbl1*) that disrupt ta-siRNA biogenesis give rise to plants with thread-like leaves that have lost top/bottom polarity. We used genomic approaches to identify *lbl1*-dependent small RNAs and their targets to determine the basis for these polarity defects. This revealed substantial diversity in small RNA pathways across plant species and identified unexpected roles for LBL1 in the regulation of repetitive elements within the maize genome. We further show that only ta-siRNA loci belonging to the *TAS3* family function in the maize vegetative apex. The *TAS3*-derived tasiR-ARFs are the main ta-siRNA active in the apex, and misregulation of their *ARF3* targets emerges as the basis for the *lbl1* leaf polarity defects. Supporting this, we show that plants expressing *arf3a* transcripts insensitive to tasiR-ARF-directed cleavage recapitulate the phenotypes observed in *lbl1*. The *TAS3* ta-siRNA pathway, including the regulation of *ARF3* genes, is conserved throughout land plant evolution, yet the phenotypes of plants defective for ta-siRNA biogenesis are strikingly different. Our data leads us to propose that divergence in the processes regulated by the ARF3 transcription factors or the spatiotemporal pattern during development in which these proteins act, underlies the diverse developmental contributions of this small RNA pathway across plants.

## Introduction

Small RNAs are important regulators of development, particularly in plants, where many of the abundant and conserved microRNAs (miRNAs) target transcription factors that direct or reinforce cell fate decisions [1]. Consequently, mutations in genes required for miRNA processing or function condition defined developmental defects. Likewise, plants defective for the biogenesis of trans-acting short interfering RNAs (ta-siRNAs) show distinctive patterning defects due to the deregulation of key developmental targets [1]. ta-siRNAs are generated in response to miRNA activity via one of two possible mechanisms, referred to as the “one-hit” and “two-hit” pathways. In both pathways, a single miRNA-guided cleavage event triggers the conversion of target transcripts into long double stranded RNAs by RNA-DEPENDENT RNA POLYMERASE6 (RDR6) and SUPPRESSOR OF GENE SILENCING3 (SGS3), and sets the register for the subsequent production of phased 21-nt siRNAs by DICER-LIKE4 (DCL4) [2]-[4]. In the one-hit pathway, transcripts targeted by a single, typically 22-nt, miRNA will generate ta-siRNAs downstream of the miRNA cleavage site, whereas transcripts producing ta-siRNAs via the two-hit pathway harbor two binding sites for 21-nt miRNAs and the ta-siRNAs are processed upstream of the cleaved 3′ miRNA target site [5]–7. Analogous to miRNAs, a subset of the phased ta-siRNAs act at the post-transcriptional level to repress the expression of genes involved in development or other cellular processes.

The phenotypes conditioned by mutations affecting ta-siRNA biogenesis vary greatly across species. In *Arabidopsis,* such mutants exhibit a relatively subtle phenotype, developing downward curled leaves that are weakly abaxialized and undergo an accelerated transition from the juvenile to the adult phase [2]–[3]. These defects result from misregulation of the AUXIN RESPONSE FACTOR ARF3, which is targeted by *TAS3*-derived ta-siRNAs, termed tasiR-ARFs [8]–[10]. Biogenesis of the *TAS3* ta-siRNAs follows the two-hit model and involves a subspecialized pathway, which requires the unique association of miR390 with its effector AGO7 to trigger siRNA production [11]. Localized expression of *TAS3* and *AGO7* confines tasiR-ARF biogenesis to the adaxial/upper most cell layers of developing leaves, which then limits accumulation of ARF3 to the abaxial/lower side [12]. The developmental defects of *sgs3, rdr6*, and *dcl4* are phenocopied by mutations in *AGO7* and *TAS3A*, as well as by expression of tasiR-ARF- insensitive *ARF3* transgenes [2], [8]–[9], [13], indicating that the contribution of ta-siRNAs to *Arabidopsis* development is primarily mediated by tasiR-ARFs.

In contrast to *Arabidopsis*, loss of AGO7 activity in *Medicago* results in the formation of highly lobed leaves [14], and mutants defective for ta-siRNA biogenesis components in rice and tomato exhibit severe defects in meristem maintenance, mediolateral blade expansion, and adaxial-abaxial leaf polarity [15],[16]. Likewise, mutations in maize *lbl1* and *ragged seedling2* (*rgd2),* which encode the orthologs of SGS3 and AGO7, respectively, have severe effects on meristem function and leaf development [17]–[18]. *lbl1* mutants, in particular, develop radial, fully abaxialized leaves (Fig. 1A).

**Figure 1:**
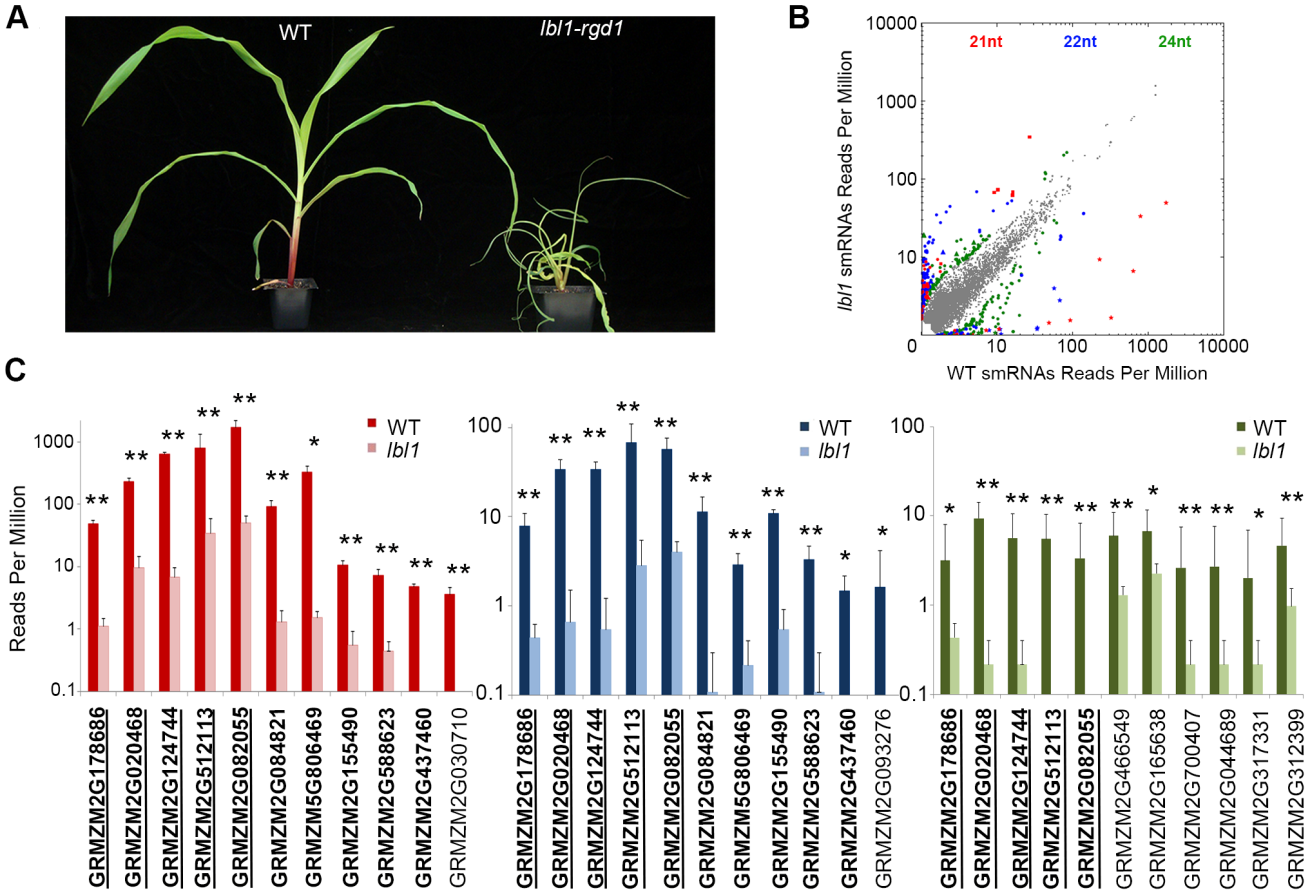
*lbl1* affects small RNA biogenesis at select loci. (A) Compared to wild-type, *lbl1-rgd1* mutant seedlings show a reduced stature and develop radial, abaxialized leaves. (B) *lbl1* has a relatively subtle effect on the overall small RNA population; in three independent biological replicates 79, 172, and 209 loci generate 21-, 22-, or 24-nt small RNAs, respectively, that are significantly changed (q-value<0.05) at least 2-fold between wild-type and *lbl1*. Grey dots mark the relative normalized abundance of small RNAs not significantly changed between wild-type and *lbl1*. Colored dots correspond to significantly changed small RNAs: red, 21-nt; blue, 22-nt; green, 24-nt. (C) Low copy genic regions accumulating significantly fewer 21-nt (left), 22-nt (middle) and/or 24-nt (right) siRNAs in *lbl1*. Genes marked in bold and underlined show reduced levels for all three siRNA classes. Genes marked in bold show reduced 21- and 22-nt siRNAs. Note that the abundance of 21-nt siRNAs at these loci is generally substantially higher. Values are reported on a log scale and represent the mean normalized read counts (RPM) and standard deviation across three independent biological replicates. * adjusted p-value<0.05; ** adjusted p-value<0.01.

Importantly, while the *TAS3* ta-siRNA pathway is evolutionarily conserved, the number and nature of phased siRNA loci vary greatly between plant species [19]. In *Arabidopsis*, three *TAS* families have been described in addition to *TAS3*. *TAS1*-, *TAS2*-, and *TAS4*-derived ta-siRNAs are generated via the one-hit model following miR173- or miR828-directed cleavage, and function in the regulation of members in the MYB transcription factor and PPR families [4], [20]–[21]. Each of these pathways has been identified in other plant species, but their evolutionary origin appears to lie within the eudicots [19]. Depending on the species, variation is seen in the genes targeted by the ta-siRNAs derived from these *TAS* loci, as well as in the miRNA that triggers their biogenesis [22], [23]. In addition, apparent species-specific *TAS* pathways may exist, as novel *TAS* loci with unique targets have been identified in tomato and the moss *Physcomitrella patents* [24], [25]. Moreover, genome-wide small RNA analyses in a number of plant species have uncovered clusters of phased siRNAs, generated primarily via the one-hit model that, unlike the ta-siRNAs, are proposed to act in *cis*. These are generally referred to as phasiRNAs and are processed from non-coding transcripts, such as in the panicles of the grasses [26]–[28], or from protein-coding genes, including members of the NB-LRR, MYB, and PPR gene families [19]. The set of genes regulated by phased siRNAs thus varies widely across plant species.

The basis for the phenotypes of maize ta-siRNA biogenesis mutants remains unclear. In light of the tremendous diversity in phased siRNAs seen across plant species, it is conceivable that *TAS* loci, other than the four known *TAS3* genes [17], exist in maize. Moreover, phased siRNAs other than the tasiR-ARFs may target genes with roles in development, and contribute to the defects seen in *lbl1* mutants. To assess these possibilities and to obtain a comprehensive view of LBL1-dependent siRNAs active in the maize vegetative apex, where the mutant phenotype manifests itself, we compared the small RNA content between wild-type and *lbl1* shoot apices. This revealed unexpected contributions of LBL1 to the regulation of transposons, particularly the *gyma* class of LTR-retrotransposons. Interestingly, in contrast to other plant species, we found no evidence for the existence of phased siRNAs generated via the one-hit model. Our analyses identified nine *TAS* loci all belonging to the *TAS3* family. Data from RNA deep sequencing and PARE analysis present the *ARF3* genes as the only LBL1-dependent small RNA targets with a role in development. Consistent with this finding, plants expressing a tasiR-ARF insensitive *arf3a* transgene recapitulate the phenotype of *lbl1* mutants. These findings underscore the importance of the tasiR-ARF - ARF3 regulatory module to maize development, and indicate that diversity in *TAS* pathways and their targets cannot fully account for the phenotypic differences conditioned by ta-siRNA biogenesis mutants across plant species. Instead, divergence in the gene networks downstream of the ARF3 transcription factors or the spatiotemporal pattern in which these tasiR-ARF targets act emerge as a testable hypotheses to explain the diverse contributions of the ta-siRNA pathway to development in maize, *Arabidopsis*, and possibly other plant species as well.

## Results/Discussion

### LBL1 affects 21-, 22-, and 24-nt small RNA biogenesis at select loci

To understand the basis for the *lbl1* phenotype, we compared the small RNA content between vegetative apices, comprising the shoot apical meristem (SAM) and up to five leaf primordia, of two-week old B73 and *lbl1-rgd1* seedlings. Three independent biological replicates were analyzed for each genotype. Approximately 92% of the 18- to 26-nt reads in both sets of libraries mapped to the unmasked B73 reference genome (S1 Table). Of the mapped reads, 43–48%, corresponded to unique small RNAs suggesting that, despite the highly repetitive nature of the maize genome, close to half of the small RNAs expressed in the vegetative apex are distinct. The small RNA size distribution profiles in both wild-type and *lbl1* resemble those described previously for maize [29]–[30], suggesting that LBL1, in contrast to components of the heterochromatic siRNA pathway [29], has a relatively subtle effect on the overall small RNA population (S1 Figure). However, consistent with a role for SGS3 proteins in the biogenesis of 21-nt secondary siRNAs [2], [4], the 21-nt small RNA population is slightly reduced in *lbl1* compared to wild-type. In addition, an unexpected modest reduction in the 22- and 24-nt small RNA fractions is seen in *lbl1* (S1 Figure).

To more precisely define the effects of LBL1 on small RNA biogenesis, we identified genomic loci that differentially accumulate 21-, 22-, or 24-nt small RNAs in wild-type versus *lbl1* apices (S2 Figure). Consistent with a relatively subtle effect of *lbl1* on the overall small RNA population, this identified 79, 172, and 209 loci that generate 21-, 22-, or 24-nt small RNAs, respectively, that are significantly changed (q-value<0.05) at least 2-fold between wild-type and *lbl1* (Fig. 1B; S1 Dataset). A small subset of these (11/79), correspond to low copy genic regions that generate significantly fewer 21-nt small RNAs in *lbl1*, properties predicted for phasiRNA and ta-siRNA loci (Fig. 1C; S1 Dataset). Indeed, the four previously described *TAS3* genes, *tas3a*-*d* [17], are among these loci. Five additional genes appear non-coding, whereas the remaining two correspond to *arf3a* and *arf3d* (Fig. 1C; S1 Dataset). With the exception of *arf3a*, each of these loci also generate 22-nt LBL1-dependent siRNAs and five differentially accumulate 24-nt small RNAs, albeit generally to substantially lower levels than seen for the corresponding 21-nt small RNAs (Fig. 1C). One additional gene (GRMZM2G093276), encoding a zinc/iron transporter, also accumulates 22-nt small RNAs that are significantly reduced in *lbl1*. Finally, six predicted protein-coding genes of unknown function generate low levels of 24-nt small RNAs that are lost or significantly reduced upon mutation of *lbl1*. Thus, a total of 18 distinct low copy genic regions generate small RNAs in an apparent LBL1-dependent manner. These include the four known maize *TAS* loci, *tas3a-d*, and the remaining present candidate novel phasiRNA or *TAS* loci that are active in the vegetative apex and may contribute to the developmental defects resulting from mutation of *lbl1*.

### Biogenesis of phased siRNAs in the vegetative apex

To further discern whether additional phased siRNA loci are active in the vegetative maize apex, we developed a pipeline that scans the genome for clusters of siRNAs showing a regular phasing of 21, 22, or 24 nucleotides (S2 Figure). This pipeline includes a phasing score calculation (P-score) that identifies clusters in which the majority of small RNAs produced are phased. With a P-score threshold (P≥25) that has been shown to identify 7 of the 8 *TAS* loci in *Arabidopsis* [21], [31], we identified 16 phased 21-nt siRNA clusters, 102 phased 22-nt siRNA clusters, and 8 phased 24-nt siRNA clusters (S2 Dataset). However, combining this analysis with the differential small RNA accumulation data described above (S1 Dataset), showed that small RNA levels in most of the clusters are not changed significantly between wild-type and *lbl1*. In fact, small RNA accumulation at just 8 of the phased siRNA clusters is changed in the *lbl1* mutant (S3A Figure). A closer inspection of the remaining clusters indicates that these correspond primarily to repetitive regions in the genome. Moreover, these siRNA clusters are typically embedded within large windows, frequently spanning over 5 kb, that generate an uncharacteristically high number of small RNA reads, which inflates the P-score (see Materials and Methods). As such, it is unlikely that these clusters correspond to new *TAS* loci or other miRNA-triggered phased siRNA loci. Instead these loci, particularly the LBL1-independent 22-nt siRNAs, appear to be processed from long hairpin RNAs or overlapping antisense transcripts (S3B-C Figure). In *Arabidopsis*, natural antisense transcripts are processed by DCL1 into 21-nt small RNAs [32], [33], whereas long hairpin RNAs are targeted by multiple DCL enzymes to give rise to variably sized small RNAs [34]. The preferential processing of such double stranded RNAs into 22-nt siRNAs presents a possible basis for the uncharacteristically high overall abundance of 22-nt small RNAs in maize (S1 Figure), and suggests diversification in the action of DCL family members between *Arabidopsis* and maize.

Of the eight phased siRNA clusters whose small RNA levels are significantly changed in *lbl1*, one generates 24-nt phased siRNAs (S3A Figure; S2 Dataset). However, its small RNA levels are increased in *lbl1*, again making it unlikely that this cluster corresponds to a novel phased secondary siRNA locus. Thus, in the vegetative apex, only seven loci generate phased siRNAs with a P-score≥25 in an LBL1-dependent manner. These phased siRNAs are 21-nt in size and are derived from low copy genic regions predicted to generate non-coding transcripts. Importantly, the four previously described maize *TAS3* loci, *tas3a-d* [17], are among these seven loci (S2 Dataset). The three additional loci, GRMZM5G806469, GRMZM2G082055, and GRMZM2G512113, present novel maize phased siRNA loci that could contribute to the developmental defects resulting from mutation of *lbl1*.

### ta-siRNA biogenesis in the maize vegetative apex is miR390-dependent

A closer analysis of the three novel phased siRNA loci indicates that these represent new members of the *TAS3* family. Transcripts from these loci contain two miR390 binding sites and have the potential to generate small RNAs homologous to tasiR-ARFs (Fig. 2A-D; S4A-G Figure). As mentioned above, two additional low copy regions in the genome (GRMZM2G155490 and GRMZM2G588623) generate 21-nt LBL1-dependent small RNAs from predicted non-coding transcripts (Fig. 1C; S1 Dataset). While both loci did not pass the P-score filter in the phased siRNA analysis (S2 Dataset), a closer analysis indicates that both contain two miR390 binding sites (S4D, F Figure). Both loci generate relatively few small RNAs in vegetative apices with many being out of phase (S4 D, F Figure), presenting a likely explanation for the observed low P-score. Supporting this, a similar P-score analysis of 21-nt small RNAs in *Arabidopsis* failed to detect the confirmed *TAS4* ta-siRNA locus due to the low abundance of its reads [21]. Data from PARE (parallel analysis of RNA ends; [35]) libraries generated from B73 apices, which allow the detection of small RNA-directed mRNA cleavage products, confirms that the 3′ miR390 target site in transcripts generated from all nine loci is cleaved (Fig. 2A-B). As such, the new loci were named *tas3e* to *tas3i* (Table 1).

**Figure 2:**
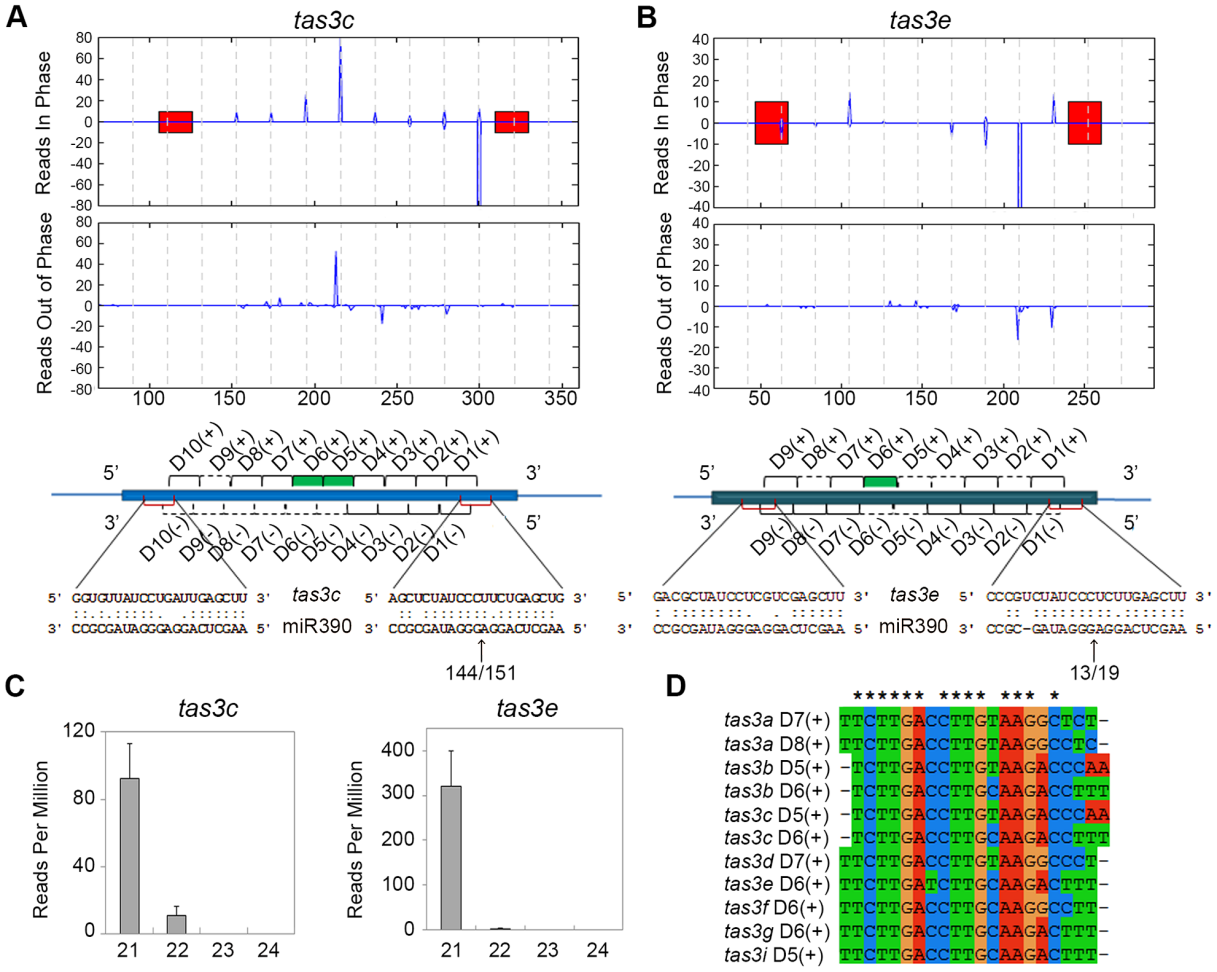
Organization of *TAS3* loci generating phased 21-nt ta-siRNAs. (A, B) Normalized read counts (RPM) for ta-siRNAs in phase with the 3′ miR390 cleavage site (top graphs) and for out of phase small RNAs (bottom graphs) are shown for *tas3c* (A) and *tas3e* (B). Red bars, miR390 binding sites; vertical dashed lines, the 21-nt register. Annotations of the *TAS3* precursors are shown beneath, with alignments of miR390 to the *tas3c* and *tas3e* precursors and the number of PARE signatures in the small window (W_S_) over the large window (W_L_) at the 3′ miR390 target sites indicated. Black brackets; ta-siRNAs detected in the vegetative apex libraries; dashed lines, predicted ta-siRNAs not detected in our libraries; red brackets, miR390 binding sites; green bars, tasiR-ARFs. (C) Size distribution profiles for small RNAs derived from *tas3c* and *tas3e* showing most are 21-nt long. Values shown are the mean normalized read counts (RPM) and SD from three independent biological replicates. (D) Alignment of the eleven tasiR-ARFs processed from the maize *TAS3* loci. Asterisks indicate 100% identity.

**Table 1:** Maize *TAS* loci.

Name	Gene ID	Number of ta-siRNAs *	Number of tasiR-ARFs	Phasing score	Number of ta-siRNA reads per locus †	Fold change (WT/*lbl1*) ‡
*tas3a*	GRMZM2G178686	26	2	63.70	408	52.9
*tas3b*	GRMZM2G020468	20	2	41.46	1894	28.15
*tas3c*	GRMZM2G084821	20	2	30.54	854	84.58
*tas3d*	GRMZM2G124744	24	1	42.81	6382	110.92
*tas3e*	GRMZM5G806469	18	1	50.08	3475	251.64
*tas3f*	GRMZM2G155490	28	1	11.80	22	23.2
*tas3g*	GRMZM2G082055	20	1	50.57	18325	40.71
*tas3h*	GRMZM2G588623	20	0	4.97	16	19.25
*tas3i*	GRMZM2G512113	18	1	45.31	8013	28.59

*Number of predicted ta-siRNAs between miR390 binding sites from both strands.

† Total number of reads in WT samples.

‡ Adjusted p-value<0.05.

The number of potential ta-siRNAs generated from these loci varies from 9 to 13 per strand (Table 1). However, not all predicted ta-siRNAs are detected in the vegetative apex; in fact, only 99 of the 194 possible ta-siRNAs are present in our datasets (Fig. 2A-D; S4A-G Figure). Moreover, our analyses reveal that while not all ta-siRNAs are 21-nt in size, only the 21-nt long small RNAs are phased, and this class is more abundant than the longer, or out of phase, small RNAs (Fig. 2C; S4A-G Figure). This indicates that DCL4 processing is occasionally out of phase and/or a different DCL enzyme takes over. Intriguingly, besides the generally low ta-siRNA levels coming from *tas3f* and *tas3h*, the potential *tas3f*-derived tasiR-ARF was not detected in our small RNA libraries, and *tas3h* lacks the potential to generate this small RNA altogether. Although it is conceivable that *tas3f* and *tas3h* have other biological roles, it seems that, with respect to the vegetative apex, these loci are diverging and losing their function in the tasiR-ARF pathway.

A similar analysis of the remaining seven low copy regions accumulating significantly fewer 22- and 24-nt small RNAs in *lbl1* (Fig. 1C; S1 Dataset), make it unlikely that these represent new phased siRNA loci. Target prediction and PARE analysis indicate that none of these genes are targeted by the known maize miRNAs or ta-siRNAs (see below). Interestingly, similar analyses of phased siRNA clusters in rice and *Brachypodium* inflorescences did detect 24-nt phased siRNA loci in addition to 21-nt phased siRNAs [26]–[28]. miR2275, which triggers the biogenesis of the rice and *Brachypodium* 24-nt phased siRNAs, is not detected in the maize vegetative apex. This miRNA is, however, present in maize inflorescence tissues [26], implying that some of the observed diversity may reflect tissue-specificity of small RNA pathways. Likewise, many of the 21-nt phased siRNAs identified in rice and *Brachypodium* inflorescences form a family distinct from the *TAS3* loci whose biogenesis is triggered by miR2118, which in maize accumulates specifically in the inflorescences [26].

In addition, no loci generating phased siRNAs via the “one-hit” model were identified in our analysis, despite the presence of 22-nt small RNAs shown to serve as triggers in this process [6], [7]. The maize apex appears unique in this regard, as all similar genome-wide analyses of small RNAs in seedling tissues in other species identified both types of phased siRNA loci [21], [31], [36], [37]. Perhaps such miRNAs are not loaded into maize AGO proteins or, alternatively, loading of these miRNAs fails to trigger a reprogramming of the RNA-induced silencing complex required to trigger secondary siRNA biogenesis [7]. Taken together, the above data indicate that, in the maize vegetative apex, phased secondary siRNAs are generated from nine loci, all belonging to the *TAS3* family. This rules out a possible contribution of novel *TAS* families to the distinctive phenotype of *lbl1* mutants.

### *ARF3* genes are primary targets of ta-siRNAs in the maize shoot apex

Considering that the *lbl1* phenotype is not explained by the presence of novel *TAS* loci, we next asked whether *TAS3*-derived ta-siRNAs other than the tasiR-ARFs contribute to the developmental defects seen in *lbl1*. To test this possibility, we constructed degradome libraries from B73 apices, and used these in target prediction [4] and PARE analyses to identify potential targets for all 99 *TAS3*-derived ta-siRNAs detected in our small RNA libraries. Allowing for a maximum score of 4.5, well above the maximum score of 3.0 obtained for the tasiR-ARF *ARF3* duplexes, and filters comparable to Zhai et al. [31], PARE analysis confirmed 18 cleavage sites in 11 target genes (S3 Dataset). Five of the *TAS3* transcripts are among the verified tasiRNA targets, indicating possible feedback regulation in the tasiRNA pathway. The remaining targets include GRMZM2G018189, which encodes an uncharacterized protein homologous to AtSLT1 that mediates salt tolerance in yeast [38], as well as the five members of the maize *ARF3* gene family (Fig. 3A-C; Table 2). The *ARF3* genes are targeted by multiple closely related tasiR-ARFs, and account for 8 of the validated cleavage sites (Figs. 2D; 3A; S3 Dataset).

**Figure 3:**
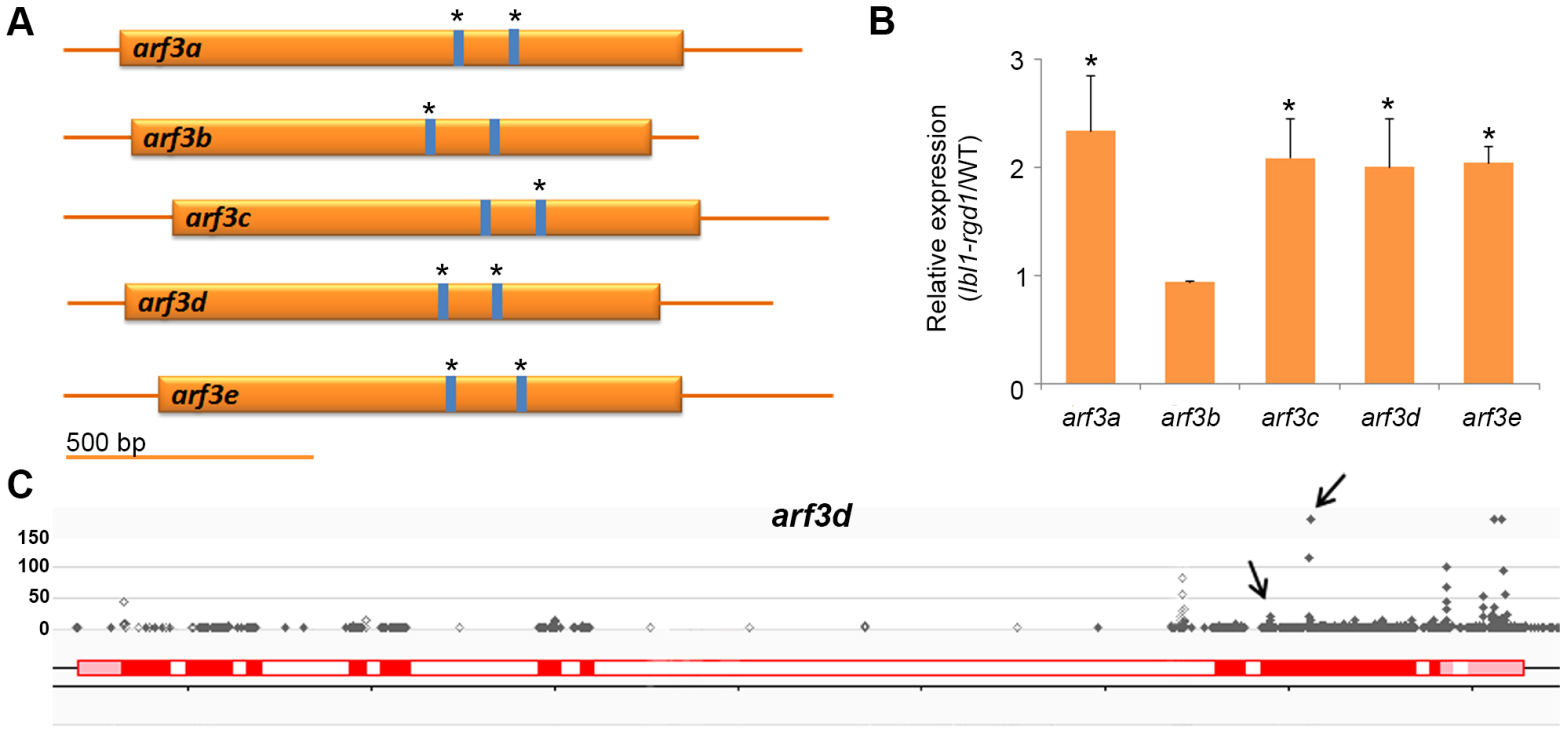
Regulation of *ARF3* genes by ta-siRNAs in the maize shoot apex. (A) Transcripts of the five maize *ARF3* genes each contain two tasiR-ARF target sites spaced approximately 200 bp apart. PARE analysis indicates that both sites in *arf3a*, *arf3d* and *arf3e* transcripts are cleaved, whereas only one target site was validated for the *arf3b* and *arf3c* transcripts (asterisks). (B) Expression for four of the five *ARF3* genes is significantly changed between wild-type and *lbl1* in RNAseq and qRT-PCR analyses. Transcript levels determined by qRT-PCR (mean ± SD; n = 3) normalized to wild-type are shown (* p<0.05). The RPKM values for the *ARF3* genes in wild-type and mutant samples are reported in S3 Dataset. (C) The distribution of PARE signatures at *arf3d*, showing the presence of high abundance signatures at the predicted tasiR-ARF target sites (arrows). Grey dots, PARE signatures and their abundance in reads per 15 million reads; red boxes, exons; white boxes, introns; light red boxes, UTRs.

**Table 2:** Validation of predicted targets.

Target	Annotation	Fold change (*lbl1*/WT) *	Significant †	ta-siRNA	Score	PARE ‡
GRMZM2G030710	*arf3a*	2.12	Yes	tasiR-ARFs	0 to 3	YES
GRMZM2G441325	*arf3b*	1.23	No	tasiR-ARFs	1.5 to 3	YES
GRMZM2G056120	*arf3c*	2.56	Yes	tasiR-ARFs	0.5 to 2.5	YES
GRMZM2G437460	*arf3d*	3.05	Yes	tasiR-ARFs	0 to 3	YES
GRMZM5G874163	*arf3e*	2.69	Yes	tasiR-ARFs	0.5 to 3	YES
GRMZM2G018189	*slt1*	0.99	No	gD2 (-)	3.5	YES

*RPKM *lbl1*/RPKM B73.

† Differential expression (RNA seq) adjusted p-values<0.05.

‡ Predicted cleavage site validated in PARE analysis.

To assess a possible contribution of the ta-siRNA targets to the *lbl1* seedling defects, we next determined whether their expression levels are changed in the mutant. The same tissue samples from wild-type and *lbl1* vegetative apices were used to identify differentially expressed genes by RNA deep sequencing (S2 Table; S3 Dataset). 

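RNA from vegetative apices of 2-week-old seedlings was sequenced for 2 wild-type and 2 *lbl1* samples. The wild type is B73, the inbred line whose genome serves as the maize reference, and *lbl1-rgd1* is a mutant allele introgressed into B73. The authors mapped the trimmed reads to B73 RefGen_v2 and its annotated exon junctions with TopHat, and Cuffdiff converted the uniquely mapped reads into RPKM, read numbers scaled to the length of the transcript and to the number of mapped reads. The authors' deposited table gives 1 RPKM value per genotype for 109874 genes, with a p-value and a q-value, which is the p-value adjusted by the Benjamini-Hochberg method. Each RPKM value covers both samples of a genotype, so no SD is given, and whether a difference exceeds the spread between samples is known only through the authors' test. The numbers of reads per sample, which S2 Table summarises, were not used here, so no depth is given for the values. Cuffdiff tested 25932 genes, left 82926 untested and listed 62 with too few data, and its test failed for 954 genes. No gene below 1.71 RPKM in both genotypes was tested. The median log2 fold change, *lbl1* over wild type, was −0.10 over the 24760 genes with at least 1 RPKM in both genotypes. Folds are ratios of the RPKM values, and log2 fold changes of single genes are given relative to this median. Coordinates are those of the table on B73 RefGen_v2, counted from 1. They span a whole locus, and 19677 genes share their locus with an overlapping gene, so that reads of such genes could be divided between them. The transcript of *lbl1* itself (GRMZM2G020187, chromosome 6, 17165362 to 17171793) was at 301 RPKM in wild type and 226 RPKM in *lbl1*, with a q-value of 0.394 in the authors' deposited table.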

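Of the tested genes, 1135 (4.38%) differed at least 2-fold in RPKM between the genotypes and had a q-value below 0.05 in the authors' deposited table. Transcript levels were higher in *lbl1* for 760 of these genes and lower for 375. For 69 of them no fold can be given, since 19 were listed at 0 RPKM in wild type and 50 at 0 RPKM in *lbl1*. Requiring a 4-fold difference moved the number of genes most, to 626. Among the genes with at least 1 RPKM in both genotypes, GRMZM2G028393 on chromosome 8 (134463276 to 134464952), named *pis7* in the table, rose most, from 19.3 RPKM in wild type to 2228 RPKM in *lbl1*, which is 116-fold. GRMZM2G147399 on chromosome 9 (20665757 to 20666996) followed with 1.07 and 116 RPKM, a 108-fold difference. That fold is uncertain, as the wild-type value is below 1.71 RPKM. With a pseudocount of 1 RPKM, the log2 fold change of GRMZM2G147399 fell from 6.75 to 5.81. The authors' deposited table lists the q-value of both genes as 0. Among called genes with at least 1 RPKM in both genotypes, GRMZM2G479746 on chromosome 6 (32536838 to 32553298) fell most, from 32.9 to 1.39 RPKM. This 23.7-fold decrease is uncertain, as the *lbl1* value is below 1.71 RPKM. GRMZM5G837022 on chromosome 6 (14783551 to 14784686) followed, from 179 to 7.74 RPKM and 23.1-fold. The q-values of GRMZM2G479746 and GRMZM5G837022 in the authors' deposited table were 4.86e-13 and 0.0162. GRMZM5G837022 lies in a stretch of chromosome 6 from 11200705 to 15743090. In it, 33 of the 50 tested genes were lower in *lbl1* by these criteria and none was higher. The stretch ends 1.42 Mb before the *lbl1* gene, and GRMZM2G479746 lies within 20 Mb past the *lbl1* gene. For both genes, an effect of the mutation cannot be told apart from sequence introgressed with the *lbl1* allele.

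**Figure D1:**
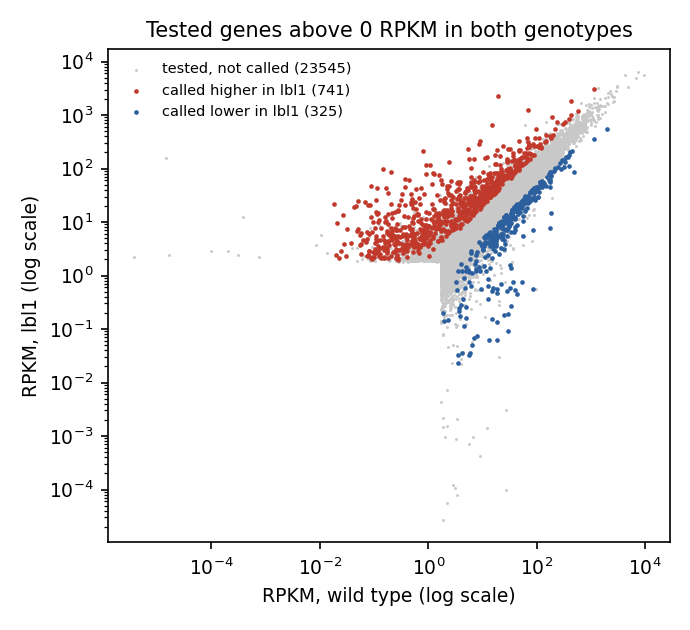
RPKM in *lbl1* against RPKM in wild type on log scales for the 24611 tested genes above 0 RPKM in both genotypes, each point a gene. The 741 genes higher in *lbl1* at 2-fold and a q-value below 0.05 in the authors' deposited table are red, the 325 lower genes are blue, and the other tested genes are grey.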

1116 genes show differential expression in *lbl1* compared to wild-type (fold change ≥2, q-value<0.05). Of the verified ta-siRNA targets, transcript levels for *arf3a* and *arf3c-e* are significantly increased in *lbl1* (Table 2). Misregulation of these abaxial determinants is consistent with the *lbl1* leaf polarity defects [17], but, unexpectedly, expression for *arf3b* is unchanged in the mutant. qRT-PCR analysis of RNA isolated from *lbl1-rgd1* apices similarly shows that transcript levels for *arf3a* and *arf3c-e* are significantly increased, by approximately 2-fold, whereas expression of *arf3b* remains unchanged (Fig. 3B). 

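All 5 *ARF3* genes were tested. *arf3a* (GRMZM2G030710, chromosome 6, 164519768 to 164525033) rose from 56.5 to 119.9 RPKM, a 2.12-fold increase with a q-value of 0.00358 in the authors' deposited table. *arf3c* (GRMZM2G056120, chromosome 3, 196568222 to 196574187) rose from 14.9 to 38.2 RPKM, which is 2.56-fold, and its q-value in the authors' deposited table was 0.00289. The transcript of *arf3d* (GRMZM2G437460, chromosome 3, 210265410 to 210273272) showed the largest increase of the family, 3.06-fold from 45.2 to 138 RPKM, at a q-value of 1.99e-06 in the authors' deposited table. Its locus overlaps that of a second annotated gene. For *arf3e* (GRMZM5G874163, chromosome 8, 174214893 to 174221202), RPKM increased 2.69-fold from 23.9 to 64.1, and the q-value is listed as 0 in the authors' deposited table. Relative to the median gene, the log2 fold changes of *arf3a*, *arf3c*, *arf3d* and *arf3e* were 1.19, 1.46, 1.71 and 1.53. The number of *ARF3* genes called higher, 4 of 5, was the same when the p-values of the authors' deposited table were adjusted over the list alone. With p-values far below the threshold for 4 genes and above it for *arf3b*, that outcome was fixed beforehand.

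**Figure D2:**
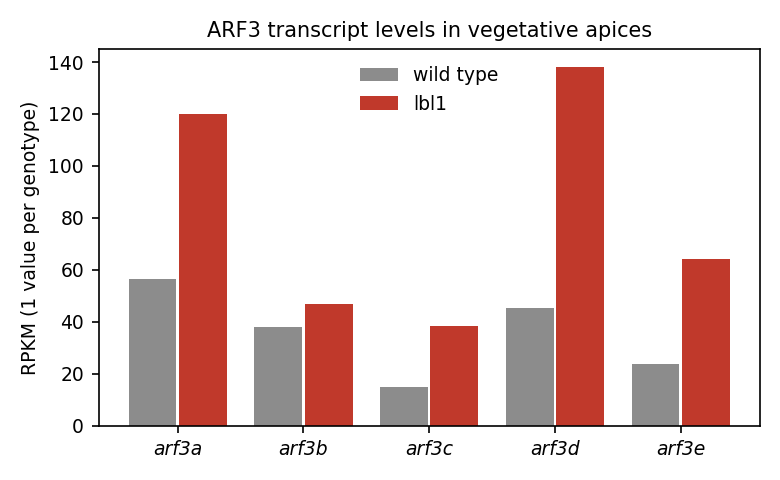
RPKM of the 5 *ARF3* genes in vegetative apices, with wild type in grey and *lbl1* in red. Each bar is the authors' single value for a genotype, without error bars; the pair of bars for *arf3b* is closest in height, and the bar for *arf3d* in *lbl1* is the highest at 138 RPKM.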

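The RNA deep sequencing values for *arf3b* (GRMZM2G441325, chromosome 6, 158647498 to 158653792) were 38.0 RPKM in wild type and 46.7 RPKM in *lbl1*. This 1.23-fold difference, a log2 fold change of 0.40 relative to the median gene, had a p-value of 0.131 and a q-value of 0.471 in the authors' deposited table. *arf3b* was not called under any of the 7 alternative criteria, in which the fold, the q-value threshold, the adjustment and the scaling were varied. All of them reuse its p-value or q-value, which exceed every threshold tried, so none could have called it. Whether its increase differs from those of the other *ARF3* genes was not tested, since only 1 value per genotype is given. From the increased transcript levels of the other members, the paper proposes a link between misregulated abaxial determinants and the leaf polarity defects of *lbl1*. Its further evidence is qRT-PCR, *rgd2-Ds1* mutants and plants with an *arf3a* transgene insensitive to tasiR-ARFs. From the unchanged level of *arf3b* and its few PARE signatures, it proposes that this member may not add substantially to the defects. In *rgd2-Ds1* the paper reports a significant change of *arf3b*, of less than 2-fold.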

The latter is correlated with a relatively low number of PARE signatures at *arf3b* (S3 Dataset), and suggests that this *arf3* member may not substantially add to the adaxial-abaxial polarity defects seen in *lbl1*. Likewise, transcript levels for GRMZM2G018189 are not significantly changed in the mutant, and the number of PARE signatures precisely at the predicted cleavage site is low. 

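GRMZM2G018189, annotated as an SLT1 protein on chromosome 3 (181098205 to 181100519), was at 79.3 RPKM in wild type and 79.0 RPKM in *lbl1*. The ratio of *lbl1* to wild type was 0.996, with a q-value of 0.993 in the authors' deposited table. Its log2 fold change was −0.01 as deposited and 0.09 relative to the median gene, so that its sign depends on the scaling. Its locus is shared with another annotated gene.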

Along with its predicted role in salt detoxification, this makes a contribution of GRMZM2G018189 to the *lbl1* phenotype unlikely.

Interestingly, *arf3a* and *arf3d* generate 21-nt small RNAs, which are significantly downregulated in *lbl1* (Fig. 1C; S1 Dataset). Both *ARF3* genes contain two tasiR-ARF target sites and the majority of the LBL1-dependent siRNAs map between these sites (Fig. 3A; S3 Dataset). This suggests that tasiR-ARF-mediated regulation of *arf3a* and *arf3d* triggers the biogenesis of third tier secondary siRNAs also via the two-hit model, and implies positive feedback in the regulation of *ARF3* expression. Although the significance of such feedback regulation remains to be established, considering the role of tasiR-ARFs in limiting the activity of ARF3 abaxial determinants to the lower side of leaf primordia, positive feedback could be important to reinforce adaxial cell fate, and to sharpen or maintain the boundary between adaxial and abaxial domains [10], [17].

In contrast to dicot species [21], [31], [36], [37], the miR390-dependent *TAS3* ta-siRNA pathway, thus, is the only phased secondary siRNA pathway active in the maize shoot apex. This ta-siRNA pathway, including the regulation of ARF targets, is conserved throughout land plant evolution [4], [5], [10]–[17], although substantial diversity has accumulated over evolutionary time. The tasiR-ARFs show sequence divergence, and not all maize *TAS3* genes generate this biologically active ta-siRNA (Fig. 2D; S4F Figure). In addition, like the *Physcomitrella patens AP2* targets [24], GRMZM2G018189 presents a possible novel maize *TAS3* ta-siRNA target. 

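As a group, the 5 *ARF3* genes had a median log2 fold change of 1.36 between *lbl1* and wild type. Among 10000 random lists of 5 genes matched on mean RPKM, this median lay at percentile 99.9, and the central 95% of the random medians ran from −0.50 to 0.46. All 5 genes lay above the median of −0.09 of the 28021 genes from which the lists were drawn. The percentile describes these libraries, as genes are not replicates.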

Despite such divergence in the *TAS3* pathway, the *ARF3* genes form the prime ta-siRNA targets also in maize, suggesting that the developmental phenotype of *lbl1* results, at least in part, from a failure to correctly regulate their expression.

### Other LBL1-dependent small RNAs contribute negligibly to development

A requirement for LBL1 in the production of phased siRNAs explains, however, only a subset of the small RNA level changes identified in the vegetative apex of *lbl1* mutants. A further 68, 161, and 198 loci generating 21-, 22-, or 24-nt small RNAs, respectively, show a significant change (q-value<0.05) in small RNA accumulation of at least 2-fold between wild-type and *lbl1* apices (S1 Dataset, Fig. 4A-B), and these could conceivably contribute to the developmental defects of *lbl1* mutants. To assess this possibility and to gain insight into the possible function of these LBL1-dependent siRNAs, we first determined whether genes differentially accumulating small RNAs in *lbl1* show a corresponding change in transcript levels. In addition to the *ARF3* and *TAS3* loci discussed above, 23 protein coding genes within the maize filtered and working gene sets show a significant difference in 21-, 22-, or 24-nt small RNA accumulation between wild-type and *lbl1* apices (Fig. 4A-B; S1 Dataset). However, only GRMZM2G093276, which encodes a ZIP zinc/iron transport protein, shows a significant increase in transcript levels in *lbl1* that is correlated with a decrease in siRNAs at the locus (S4 Dataset). 

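GRMZM2G093276 (chromosome 7, 21798962 to 21800971) was at 0.343 RPKM in wild type and 8.14 RPKM in *lbl1*. The 23.7-fold increase, a log2 fold change of 4.67 relative to the median gene, rests on a wild-type value below 1.71 RPKM, the least that any tested gene reached in its higher genotype. The q-value in the authors' deposited table was 6.33e-06. Of the 23 protein coding genes listed in Dataset S4, Cuffdiff tested 8, and 7 were listed at 0 RPKM in both genotypes. The 7 other tested genes had log2 fold changes from −0.74 to 1.40 as deposited, with a median of −0.03, and their lowest q-value in the authors' deposited table was 0.502. For the 15 genes that were not tested, a change in transcript levels was not detectable at this depth. GRMZM2G093276 was also the only gene of the list with a p-value below 0.05 in the authors' deposited table. Adjustment of the p-values over the list alone therefore could call no other gene, and it called this one. The paper chose the list on small RNAs from the same tissue samples.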

Plants overexpressing ZIP proteins show a reduction in plant height and axillary bud outgrowth [39], [40], but such plants are otherwise morphologically normal. As such, a contribution of ZIP deregulation to the severe polarity defects of *lbl1* mutants seems speculative.

**Figure 4:**
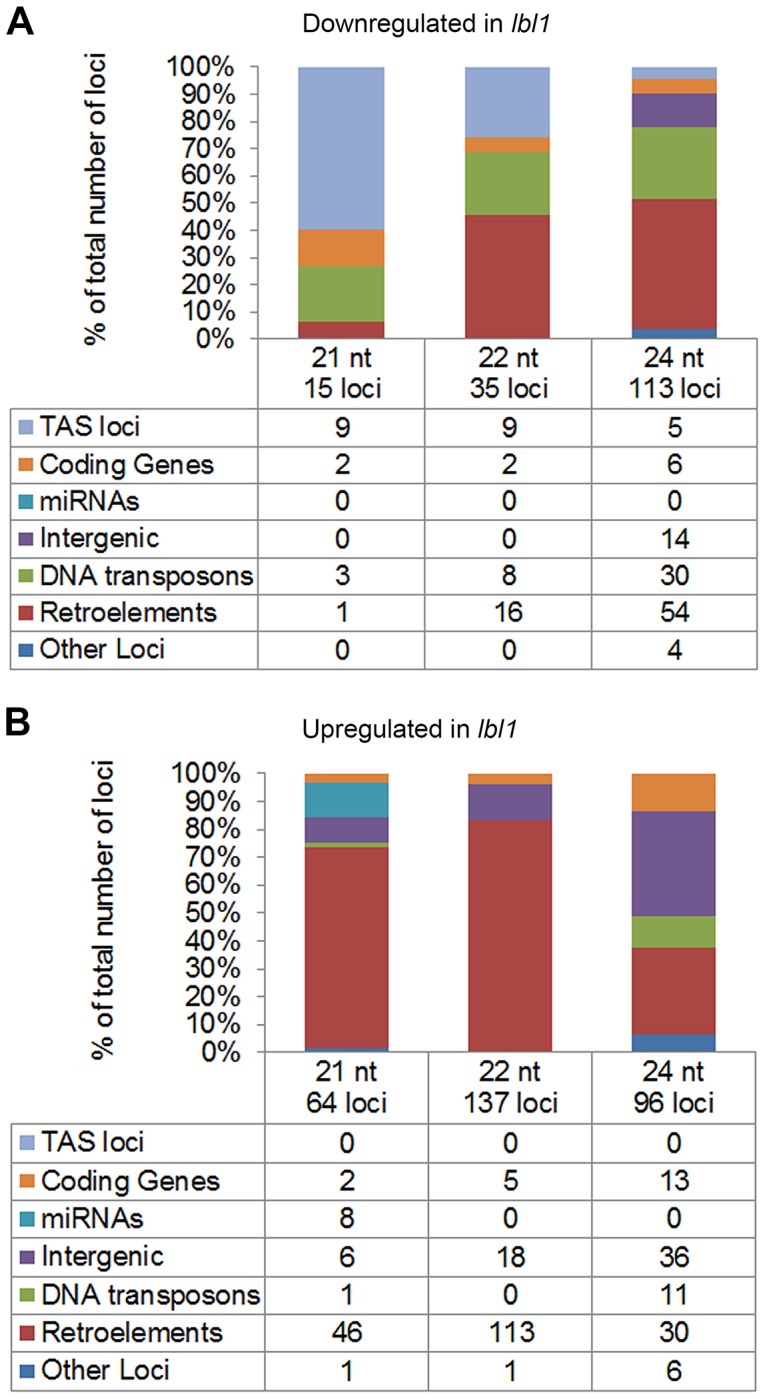
LBL1 affects the accumulation of 21-, 22-, and 24-nt small RNAs. (A) Annotation of loci that accumulate significantly fewer small RNAs in *lbl1* than wild-type. (B) Annotation of loci that accumulate significantly more small RNAs in *lbl1* compared to wild-type. Tables list the number of loci in each category and bar graphs show their relative frequencies.

In addition, levels of eight miRNAs are significantly changed in *lbl1* (Fig. 4B; S1 Dataset). However, even though LBL1 is necessary for the proper spatiotemporal pattern of miR166 accumulation [17], its levels overall appear not significantly changed in the mutant. Unexpectedly, miR156, which represses the juvenile to adult phase transition [41], is upregulated in *lbl1*. *Arabidopsis* ta-siRNA biogenesis mutants exhibit an accelerated transition from the juvenile to the adult phase [2], [9], whereas increased levels of miR156 in *lbl1* might imply a delayed vegetative phase change. It is conceivable that rather than contributing to the phenotype, the changes in miR156 levels are a consequence of the *lbl1* phenotype. Similarly, while miR169, miR528, and miR529 are more abundant in *lbl1*, transcript levels for their targets remain unchanged in the mutant. The abaxialized leaf phenotype of *lbl1* can however not account for the increased accumulation of miR390, as this small RNA is expressed on the adaxial side of leaf primordia [42]. Instead, upregulation of miR390 in *lbl1* is consistent with feedback regulation in the *TAS3* ta-siRNA pathway [42] that is not expected to further impact the phenotype of *lbl1*.

The remaining loci differentially accumulating small RNAs in *lbl1* correspond primarily to DNA and retrotransposons (Fig. 4A-B; S1 Dataset). Interestingly, nearly all retrotransposons showing a significant change in 21- and 22-nt small RNA levels generate siRNAs preferentially or exclusively in the mutant (Fig. 4A-B). Moreover, more than 75% of these upregulated siRNA loci belong to the *gyma* class of Gypsy-like LTR retroelements (S1 Dataset), indicating a role for LBL1 specifically in the silencing of this class of retrotransposons. Recent studies in *Arabidopsis* revealed that ta-siRNA biogenesis components can act in a hierarchical manner to the transcriptional gene silencing pathway to silence repetitive regions in the genome [43]–[46]. While most repeats in the *Arabidopsis* genome are repressed at the transcriptional level through the action of PolIV/V, RDR2, and DCL3-dependent 24-nt heterochromatic siRNAs [47], in instances where this canonical silencing pathway is lacking or perturbed, 21- and 22-nt secondary siRNAs trigger the post-transcriptional repression of repetitive elements [43]–[46]. However, the observations presented here reveal an additional layer of small RNA-mediated transposon regulation. The data implies that when LBL1 activity is lost, a subset of *gyma* retroelements become targets for yet another small RNA pathway generating 21- and 22-nt LBL1-independent siRNAs. Unlike the repeat derived siRNAs generated by ta-siRNA pathway components in *Arabidopsis* [46], [48], the 21- and 22-nt LBL1-independent siRNAs map to the long terminal repeats (LTR) of the *gyma* elements. These seem to maintain the repression of these repeats, as *gyma* transcript levels are unchanged in the mutant.

Differentially expressed 24-nt small RNAs are also largely derived from retrotransposons and DNA transposons (Fig. 4A-B; S1 Dataset). For many of these repeats, siRNA levels are reduced in *lbl1*, consistent with the hypothesis that LBL1 also functions in the biogenesis of heterochromatic siRNAs associated with transcriptional gene silencing. While a role in RNA-dependent DNA methylation has been proposed for other distantly related members in the *Arabidopsis* SGS3-like protein family, SGS3 itself is not considered part of this subgroup [49]-[51]. Moreover, whether the SGS3-like proteins affect the accumulation of 24-nt siRNAs remains controversial. Consistent with a role for LBL1 in the production of 24-nt heterochromatic siRNAs, reduced expression of *lbl1* in extended transition stage leaves is correlated with demethylation and reactivation of *MuDR* transposons [52]. Importantly, the loci accumulating fewer 24-nt siRNAs in *lbl1* are distinct from the *gyma* retrotransposons generating increased levels of 21- and 22-nt small RNAs. This implies multiple contributions for LBL1 in the repression of repetitive elements in the genome: one via production of 24-nt siRNAs, and a distinct, not yet fully understood, role in the regulation of *gyma* retroelements. It also supports the presence of greater complexity in small RNA-mediated transposon silencing pathways, and that such alternate pathways may act preferentially on a select subset of transposon families [43], [45].

To assess the contribution of repeat-derived small RNAs to the *lbl1* defects, we next asked whether any non-phased, differentially expressed 21- or 22-nt small RNAs act in *trans* to regulate developmental genes at the post-transcriptional level in a manner analogous to miRNAs or ta-siRNAs. Assuming that all siRNAs are loaded into an AGO effector complex, we performed a target prediction and PARE analysis for those 21- and 22-nt differentially expressed small RNAs with three or more reads in either the wild-type or *lbl1* libraries. With a maximum target score of 4.5 [4], this identified eight genes targeted by the same *gyma*-derived siRNA (S3 Dataset). However, in contrast to the verified ta-siRNA targets (see above), these genes are not or scarcely expressed (<1 RPKM) in the vegetative apex and retain normal expression upon mutation of *lbl1*.

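None of the 8 genes was tested by Cuffdiff, for which the authors required at least 50 alignments. Their RPKM values ranged from 0 to 0.723 in wild type and from 0 to 1.19 in *lbl1*. Both maxima belong to GRMZM2G700046 (chromosome 7, 69473979 to 69476189), the 1 gene of the list that reached 1 RPKM. RPKM was higher in *lbl1* for 5 of the genes and lower for 2, and 1 gene was listed at 0 RPKM in both genotypes. At these levels a difference between the genotypes was not detectable with this test.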

We further considered that the epigenetic regulation of transposable elements can influence expression of adjacent genes [53]. We, therefore, tested whether any of the repetitive or intergenic regions differentially accumulating 24-nt small RNAs are positioned in close proximity to a gene within the maize filtered or working gene sets. 

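Dataset S5 lists 58 windows with fewer and 48 windows with more 24-nt siRNAs in *lbl1*, each with the closest gene at a listed distance of up to 9940 bp. The windows name 102 distinct genes. Cuffdiff tested 49 of these genes, its test failed for 2, and 23 were listed at 0 RPKM in both genotypes. Of the 49 tested genes, 15 were higher and 34 lower in *lbl1* as deposited, and 9 had a p-value below 0.05 in the authors' deposited table. Adjusting the p-values of the authors' deposited table over the list alone gave 5 genes below 0.05. A q-value threshold of 0.1 gave the same 5 genes. The genes added were GRMZM2G102946 (chromosome 9, 3062536 to 3080277), at 104 and 50.2 RPKM, and GRMZM2G175816 (chromosome 2, 20536334 to 20538801), at 25.3 and 45.4 RPKM in wild type and *lbl1*. Over all tested genes, their q-values in the authors' deposited table were 0.0506 and 0.0625.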

106 of the 185 windows differentially accumulating 24-nt siRNAs are positioned within 10 kb of an annotated protein coding gene, but only three genes show a significant difference in transcript levels between wild-type and *lbl1* apices (S5 Dataset). 

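The gene GRMZM2G027495, annotated as a C3HC4-type RING finger protein, lies on chromosome 5 from 4656616 to 4660295. It was at 11.8 RPKM in wild type and 16.8 RPKM in *lbl1*, a 1.42-fold difference with a q-value of 0.0289 in the authors' deposited table. It was not among the genes called at 2-fold. The 24-nt window beside it, from 4656001 to 4656500, lies in a repeat upstream, with 115 bp between window and gene and 366 bp from the middle of the window as the dataset lists it. GRMZM2G016435, annotated as a dynein light chain, lies on chromosome 3 from 195397485 to 195398202 and has its intergenic window from 195397001 to 195397500. The window overlaps the locus by 16 bp, and the listed distance of 235 bp downstream is that of its middle. This gene was at 0.333 RPKM in wild type and 33.7 RPKM in *lbl1*, and its q-value in the authors' deposited table was 6.58e-08. The ratio of 101 is uncertain, as the wild-type value is below 1.71 RPKM.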

GRMZM2G027495 and GRMZM2G016435 show increased expression in *lbl1,* even though 24-nt siRNAs levels at the adjacent repetitive and intergenic regions are also upregulated. This correlation is opposite to what is expected if silencing at the repeat region spreads into the adjacent gene, suggesting that expression of these genes is indirectly affected upon mutation of *lbl1*. 

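The genes with at least 1 RPKM in either genotype allow a comparison over all windows. Beside windows with fewer 24-nt siRNAs in *lbl1*, 28 such genes had a median log2 fold change of −0.26 as deposited, with quartiles of −0.48 and 0.08, and 8 of them were higher in *lbl1*. Beside windows with more 24-nt siRNAs, 29 genes had a median of −0.13, with quartiles of −0.59 and 0.41, and 11 were higher. A gene beside windows of both kinds was left out. The difference between the medians, −0.12, was within the range that permuted labels gave (two-sided permutation test across genes with 100000 resamples, p = 0.345). Genes are not independent replicates. From the direction of change at GRMZM2G027495 and GRMZM2G016435, the paper proposes that their expression is affected indirectly in *lbl1*.

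**Figure D3:**
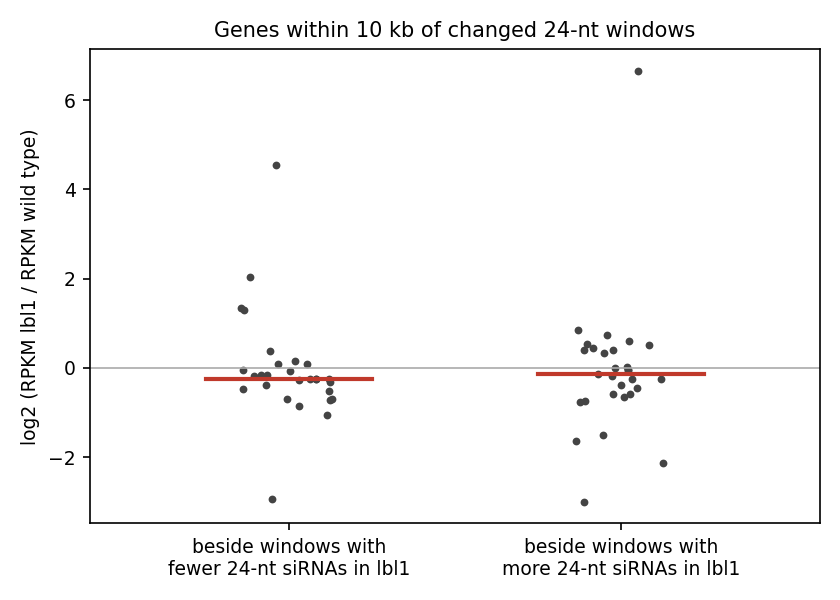
Log2 ratio of RPKM in *lbl1* to RPKM in wild type for the 28 genes beside windows with fewer 24-nt siRNAs in *lbl1* and the 29 genes beside windows with more, each point a gene with horizontal jitter. Red lines mark the medians of −0.26 and −0.13, and the grey line marks equal RPKM.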

The third gene, GRMZM2G089713 encodes for SHRUNKEN1. 

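GRMZM2G089713 lies on chromosome 9 from 11496011 to 11502772, and its locus overlaps those of 2 other annotated genes. It was at 215 RPKM in wild type and 542 RPKM in *lbl1*. The 2.52-fold increase, a log2 fold change of 1.43 relative to the median gene, had a q-value of 1.48e-05 in the authors' deposited table. The 24-nt window from 11493501 to 11494000 lies upstream in a repeat of transposable element class II/III, with 2010 bp between window and locus and 2261 bp from the middle of the window as the dataset lists it. Without this gene, the median log2 fold change beside windows with fewer 24-nt siRNAs stayed the lower one (two-sided permutation test across genes, p = 0.284). GRMZM2G089713 lies above the median of its group, so leaving it out could only keep or lower that median. The direction was therefore fixed beforehand and says nothing about an effect at this gene.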

Its expression is significantly increased in *lbl1* consistent with a downregulation in 24-nt siRNAs at the adjacent repeat region. However, as SHRUNKEN1 modulates starch levels [54], a contribution to the developmental defects in *lbl1* is not immediately obvious.

Taken together, these analyses reveal unexpected crosstalk between small RNA pathways, with LBL1 making multiple unique contributions to the regulation of repeat-associated siRNAs, in addition to functioning in the biogenesis of ta-siRNAs. It is conceivable that, due to the highly repetitive nature of the maize genome, additional silencing pathways were co-opted to maintain genome integrity. The repeat-derived LBL1-dependent siRNAs are, however, unlikely to contribute substantially to the developmental defects of *lbl1* mutants. Instead, the data predicts that the essential role for *lbl1* in development reflects its requirement for the biogenesis of *TAS3*-derived tasiR-ARFs and the correct regulation of their *ARF3* targets.

### Mutations in *lbl1* and *rgd2* condition comparable adaxial-abaxial leaf polarity defects

The finding that loss of tasiR-ARF activity and the correct regulation of its *ARF3* targets underlie the developmental defects of *lbl1* mutants is unexpected. Mutations in *rgd2* (*ago7*), which is likewise required for tasiR-ARF biogenesis, are reported to yield a phenotype distinct from *lbl1*. Plants homozygous for *rgd2-R* develop narrow strap-like leaves, but these maintain adaxial-abaxial polarity [18]. Based on this difference in phenotype, LBL1 was proposed to have functions other than in tasiR-ARF biogenesis that contribute to maize leaf polarity. The described *rgd2-R* allele, however, results from a transposon insertion in the first large intron of the gene, presenting the possibility that it is not a complete loss-of-function allele. Moreover, the *rgd2-R* phenotype has been characterized primarily in the Mo17 inbred background, and natural variation present between B73 and Mo17 is known to affect the phenotype of developmental mutants. We therefore introgressed the *rgd2-Ds1* allele (Fig. 5A), which contains a *Ds*-transposon insertion in the essential PIWI domain and is predicted to completely disrupt protein activity, into the B73 background. The phenotype of *rgd2-Ds1* in B73 is more severe than that described for *rgd2-R*, giving rise to seedlings with reduced thread-like leaves that often arrest shortly after germination (Fig. 5B-C). The thread-like *rgd2-Ds1* leaves lack marginal characters, including the saw tooth hairs and sclerenchyma cells, as well as a ligule, macrohairs, and bulliform cells that characterize the adaxial epidermis. In transverse sections, such leaves show a radial symmetry with photosynthetic and epidermal cells surrounding a central vascular bundle (Fig. 5D-E). These defects closely resemble the phenotype of *lbl1-rgd1* [17], [55], consistent with our finding that the developmental defects of *lbl1* reflect a loss of tasiR-ARF activity. In fact, the phenotype of the *rgd2-Ds1* null allele appears slightly more severe than that of *lbl1-rgd1*, and this is correlated with a more pronounced effect on *ARF3* expression. Transcript levels for *arf3a* and *arf3c-e* are significantly increased up to 3.5 fold in *rgd2-Ds1* seedling apices (Fig. 5F). In addition, expression of *arf3b* is changed significantly in *rgd2-Ds1,* albeit less than two-fold.

**Figure 5:**
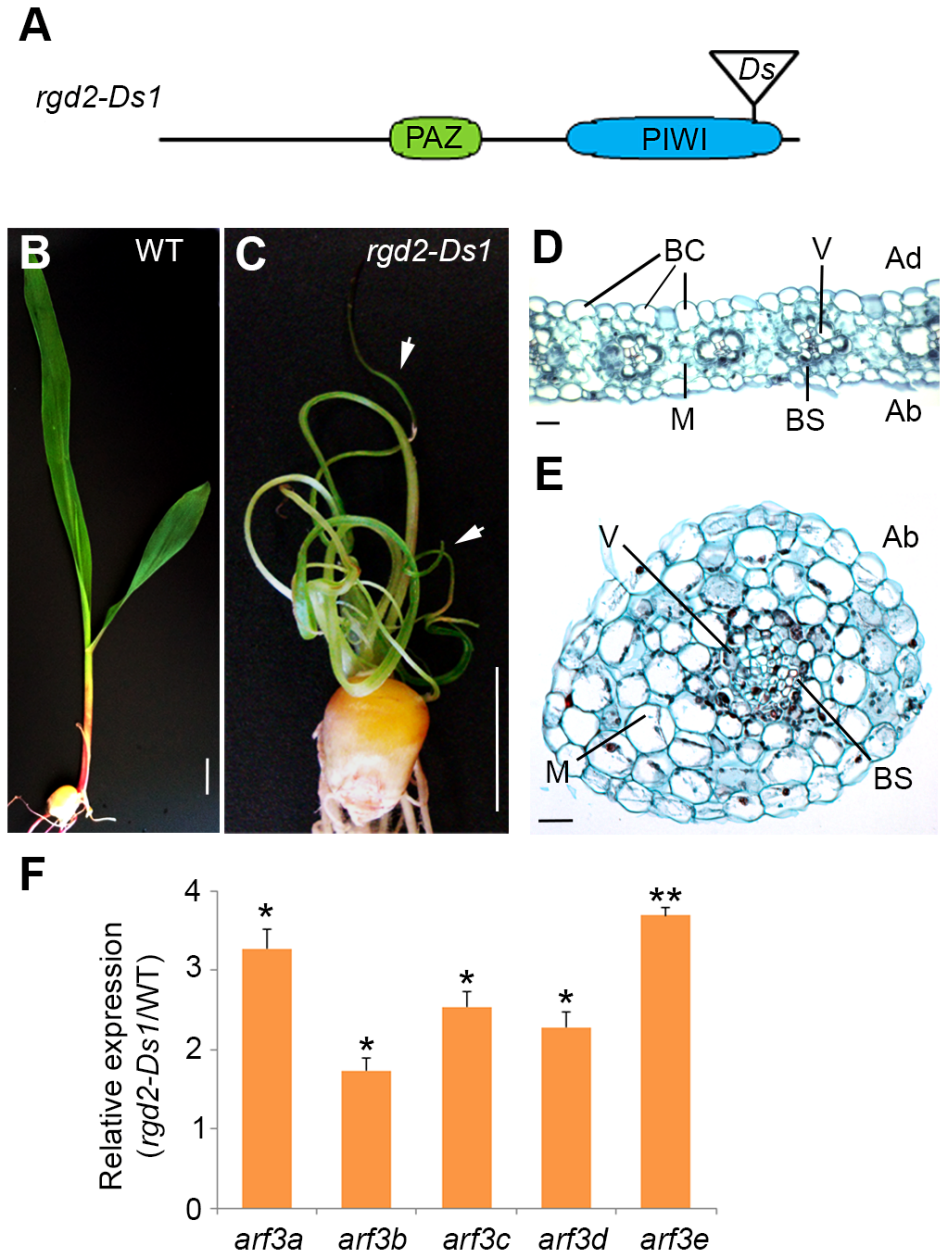
*rgd2-Ds1* mutants resemble the phenotype of *lbl1-rgd1* and develop radial abaxialized leaves. (A) *rgd2-Ds1* results from a *Ds* insertion into the essential PIWI domain of AGO7. (B, C) Compared to wild-type (B), *rgd2-Ds1* mutants (C) are severely stunted and develop very narrow and radial leaves (arrows). (D) Transverse section through a wild-type leaf blade. Bulliform cells mark the adaxial epidermis and within the vascular bundles, xylem differentiates adaxially to phloem. (E) Transverse section through a radial *rgd2-Ds1* mutant leaf. The mutant leaf consists of an irregular vascular cylinder surrounded by concentric rings of bundle sheath, mesophyll cells and abaxial epidermis, resembling those observed in *lbl1-rdg1* mutants [55]. (F) Expression levels for the *ARF3* genes are significantly increased in *rgd2-Ds1*. Transcript levels determined by qRT-PCR (mean ± SD; n = 3) normalized to wild-type are shown (* p<0.05, ** p-value<0.01). Ad, Adaxial; Ab, Abaxial; V, vein; BC, bulliform cells; BS, bundle sheath; M, mesophyll.

### Loss of tasiR-ARF mediated regulation of *ARF3* genes underlies the phenotype of ta-siRNA biogenesis mutants

The fact that mutations in *lbl1* and *rgd2* condition comparable adaxial-abaxial leaf polarity defects supports the finding that LBL1 contributes to development through the biogenesis of *TAS3*-derived ta-siRNAs. To confirm that this requirement lies specifically in the production of tasiR-ARFs and the downstream regulation of the *ARF3* abaxial determinants, we generated transgenic lines that express either a native or tasiR-ARF-resistant version of *arf3a*. The latter (*arf3a-m*) harbors silent mutations in each of the two tasiR-ARF target sites (Fig. 6A). Most plants expressing the native *arf3a* cDNA from the endogenous *arf3a* regulatory regions (*arf3a*:*arf3a*) are phenotypically normal. Only occasionally do such plants develop slightly narrower leaves and these become less evident as the plant matures. In contrast, transgenic plants expressing the tasiR-ARF insensitive *arf3a*:*arf3a-m* transgene displayed pronounced vegetative and reproductive abnormalities (Fig. 6B-I). *arf3a*:*arf3a-m* seedlings resemble seedlings homozygous for the weak *lbl1-ref* allele, and develop half leaves and thread-like abaxialized leaves, as well as leaves with ectopic blade outgrowths surrounding abaxialized sectors on the upper leaf surface [55]; (Fig. 6B-F). However, as such plants matured, their phenotypes became progressively more severe and resembled the phenotypes of *lbl1-rgd1*. Mature *arf3a*:*arf3a-m* plants have a dramatically reduced stature (Fig. 6G-H), and exhibit developmental abnormalities in both male and female inflorescences that result in complete sterility (Fig. 6I). Thus, misregulation of *arf3a* alone is sufficient to recapitulate phenotypic defects seen in *lbl1* and *rgd2* mutants [17], [18], [55]. The initial milder phenotypes of *arf3a*:*arf3a-m* plants are potentially explained by the fact that only *arf3a* expression is affected in these plants, as ARF3 has been shown to condition dose-dependent phenotypes in *Arabidopsis* [10]. These data demonstrate a conserved role for the ARF3 transcription factors in promoting abaxial fate, and confirm our findings from genome-wide analysis that LBL1 contributes to development through the biogenesis of *TAS3*-derived tasiR-ARFs and the regulation of their *ARF3* targets. Moreover, the severe defects conditioned by mutations in *lbl1* and *rgd2* thus underscore the importance of the tasiR-ARF *ARF3* regulatory module to maize development.

**Figure 6:**
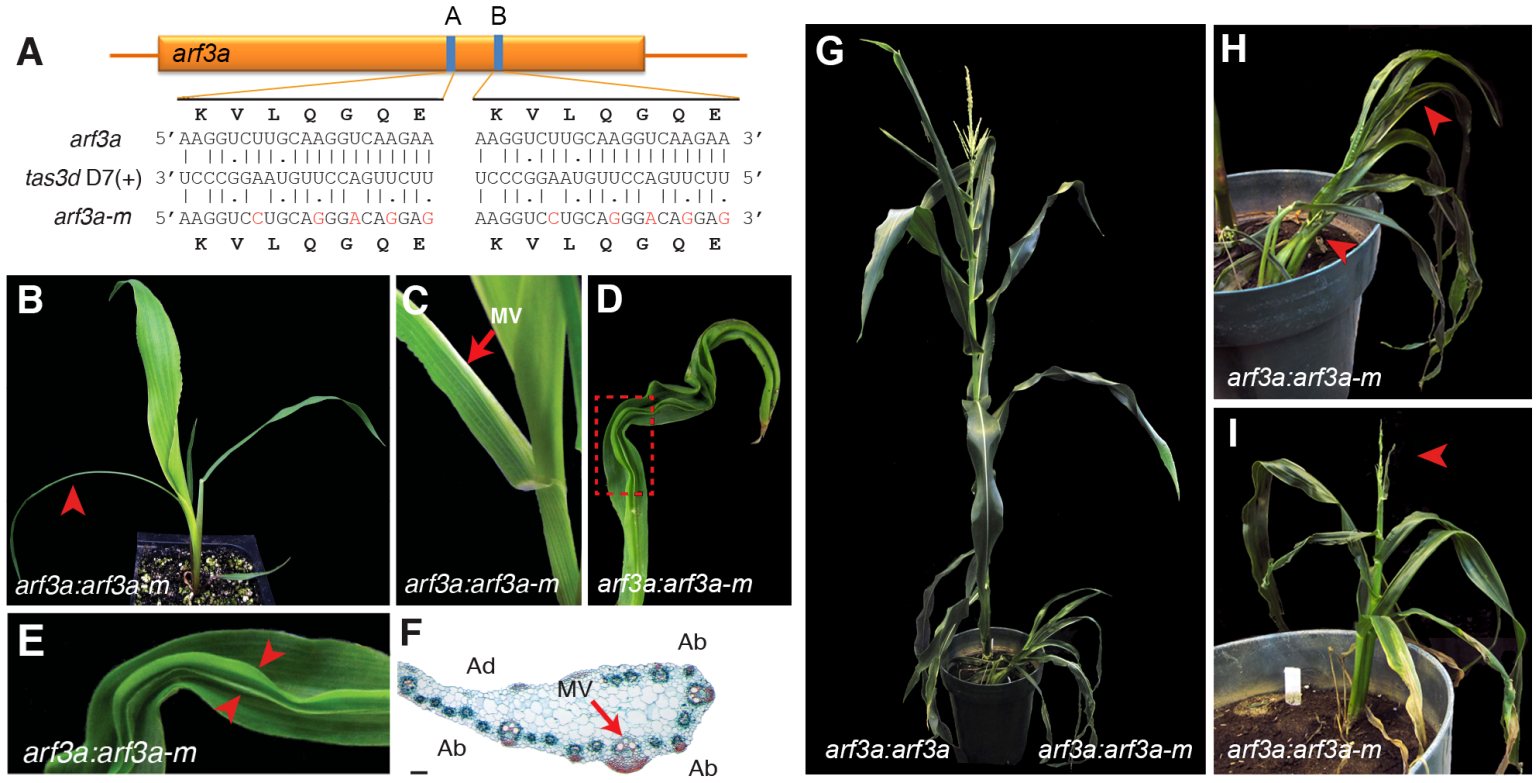
Expression of a tasiR-ARF insensitive *arf3a* transgene recapitulates the *lbl1* phenotype. (A) Mutations were introduced in both *arf3a* tasiR-ARF binding sites that reduce complementarity without affecting the amino acid sequence. Sequences of the tasiR-ARF target sites in *arf3a* and *arf3a-m* with base pairing to the *tas3d* D7(+) ta-siRNA, are shown. (B-E) Expression of *arf3a-m* from the *arf3a* regulatory regions produces a seedling phenotype with similarities to weak alleles of *lbl1* [55]. *arf3a:arf3a-m* seedlings develop thread-like abaxialized leaves (arrowhead in B) and half leaves (C), as well as leaves with ectopic blade outgrowths surrounding abaxialized sectors on the upper leaf surface radial (D, E). (F) Analogous to the half leaves present in weak *lbl1* mutants, half leaves on *arf3a:arf3a-m* transgenic plants show a partial radial arrangement of vascular bundles around the midvein (arrow). (G) Compared to the near wild-type phenotype of *arf3a:arf3a* transgenic plants (left) the stature of *arf3a:arf3a-m* plants (right) is severely reduced. (H-I) Such plants display defects in vegetative and reproductive development. Arrows in (H) mark half leaves, and in (I), a strongly reduced and sterile male inflorescence. Ad, Adaxial; Ab, Abaxial; MV, midvein. Scale bar = 100 µm.

### Conclusions

The present work reveals substantial diversity in small RNA pathways across plant species, both in the regulation of repeat-associated siRNAs and the spectrum of phased siRNAs. Only *TAS* loci belonging to the *TAS3* family are active in the maize vegetative apex. In other plant species for which genome-wide small RNA analyses were completed, additional phased siRNA loci belonging to either the one-hit or two-hit sub-families were identified [21], [24], [26]–[28], [31], [36], [37], [56]. Some of the observed diversity may reflect variation in small RNA pathways across different tissue types, but our results indicate that essential steps in the one-hit phased siRNA pathway may function distinctly in the maize seedling apex. Whether this reflects a broader difference between monocots and dicots could be resolved by a similar in depth analyses of phased siRNAs in vegetative apices of e.g. rice and *Brachypodium*.

Our data further shows that loss of tasiR-ARF mediated regulation of *ARF3* genes is responsible for the developmental phenotypes of ta-siRNA biogenesis mutants in maize. Mutants affecting ta-siRNA biogenesis display phenotypes that differ widely from species to species. The *TAS3* ta-siRNA pathway, including the regulation of *ARF3* targets, is conserved throughout land plant evolution, but the population of phased siRNAs and their targets otherwise vary extensively [4], [5], [10]–[19]. Our findings indicate that this diversity in *TAS* pathways cannot fully account for the phenotypic differences of ta-siRNA biogenesis mutants. As in maize, the developmental defects of *Arabidopsis* and *Medicago* ta-siRNA biogenesis mutants can be mimicked by overexpression of a tasiR-ARF insensitive allele of *ARF3* [8]–[9], [14]. Nonetheless, in contrast to the severe polarity phenotype of *lbl1* leaves [17], *Arabidopsis* and *Medicago* ta-siRNA biogenesis mutants exhibit relatively subtle defects in leaf development, giving rise to downward-curled and highly lobed leaves, respectively [2], [12], [14], [57]. The fact that ARF3 proteins act as repressors of the auxin response [58] may be crucial to understanding these diverse phenotypes. Through their effect on the pattern and level of *ARF3* accumulation, the ta-siRNA pathway allows the auxin response to be modulated in a precise spatiotemporal manner. While the *TAS3* ta-siRNA pathway itself is highly conserved, its expression in time and space seems to vary across organisms. tasiR-ARFs act in the incipient maize leaf to polarize *ARF3* expression and establish adaxial-abaxial polarity, whereas tasiR-ARF biogenesis in *Arabidopsis* and *Medicago* is delayed until later in primordium development [10], [12], [14], [42]. Moreover, the nature and wiring of auxin responsive gene networks regulated by the ARF3 transcriptional repressor may vary between plants. Indeed, the polarity network in *Arabidopsis* and maize appears to be wired differently, as reflected in the distinct redundancies between polarity determinants in these species [10], [59]. As such, divergence in the gene networks downstream of the ARF3 transcription factors or the spatiotemporal pattern in which these tasiR-ARF targets act emerge as a testable hypotheses to explain the diverse contributions of the ta-siRNA pathway to development in maize, *Arabidopsis*, and possibly other plant species as well.

## Materials and Methods

### Small RNA library construction and sequencing

Families segregating the *lbl1-rgd1* allele [17] introgressed at least three times into B73 were grown in growth-chambers at 16 hour 28°C/light and 8 hour 24°C/dark cycles. Shoot apices including the meristem and up to 5 leaf primordia were dissected from 2 week-old plants in triplicate. Total RNA was prepared using the mirVana RNA isolation kit (Life Techologies), and 1ug per sample used to generate small RNA libraries using the small RNA-seq kit (Illumina). RNA 3′ and 5′ adapters were ligated in consecutive reactions with T4 RNA ligase. Ligated RNA fragments were primed with an adapter-specific RT primer and reverse transcribed with Superscipt II reverse transcriptase (Life Technologies) followed by eleven cycles of amplification with adapter specific primers. Resulting cDNA libraries were separated on a 6% TBE gel and library fragments with inserts of 18-25p excised. Recovered cDNA libraries were validated by QC on an Agilent Bioanalyzer HiSens DNA chip (Agilent Technologies Inc.) and were sequenced for 50 cycles on the Illumina GAIIx according to Illumina protocols with one sample per lane. The same RNA samples from two biological replicates were also used for RNA deep sequencing by Macrogen Inc, Korea.

### Small RNA alignments

Trimmed reads 18 to 26 nt in length were aligned to the maize B73 RefGen_v2 genome (release 5a.57) using Bowtie v0.12.7 [60]. While the observations presented in this study are robust across a wide range of mapping parameters, the specific data presented uses the following standard filtering criteria [28], [31]: only perfectly matched reads were considered and, taking into consideration the characteristics of previously described miRNA and ta-siRNA loci, a maximum of 20 alignments per read were reported. Reads matching known structural RNAs (rRNAs, tRNAs, sn-RNAs and sno-RNAs) from Rfam 10.0 [61] were removed from further analysis. As expected, considering only uniquely mapped reads eliminated several of the developmentally important ta-siRNAs and miRNAs. Whereas allowing 100 alignments per read in both the phased and LBL1-dependent siRNA analyses identified some additional and distinct repeat loci without impacting the overall conclusions.

### Small RNA differential abundance analysis

Using similar criteria as previously described [24], [62], the abundances of small RNA reads in each individual library were calculated using non-overlapping 500 nt windows. Any windows with fewer than 10 reads total, across all libraries were removed from further analysis. For the remaining windows, edgeR [63] was used to model the counts distribution using a negative binomial model with common dispersion estimate. Differentially expressed loci were defined as windows with at least a 2-fold difference in abundance between the wild-type and *lbl1* samples, and an adjusted P-value<0.05, corrected according to the method of Benjamini and Hochberg [64]. Differentially expressed 24-nt small RNAs derived from the *lbl1* introgression interval were excluded from further analysis. Differential accumulation of total reads in the 18-26 nt size classes between wild-type and *lbl1* were calculated using a two-tailed t-test, as the millions of reads sequenced in each size class would follow an approximately normal distribution.

### Phased small RNA cluster identification

Mapped reads from the three wild-type libraries were normalized by the number of genome-matched reads in the library and pooled into a single database. Reads matching the forward and reverse strand were merged, adjusting for the 2-nt 3′ overhangs generated by DICER processing. Using a sliding window of 500 bp, genomic regions containing at least 5 reads of 21-nt with a phasing distance of exactly 21-nt were identified as candidate phased clusters. To identify those candidate clusters in which the majority of small RNAs are phased, we modified the phasing score calculation of De Paoli et al. [65] to the following: 
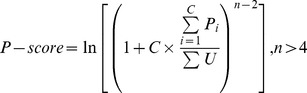
where n is the number of phase cycle positions occupied by at least one small RNA read, C is the number of phase cycles that fit within a 500 bp window (23 for 21nt small RNAs, 22 for 22-nt small RNAs, 20 for 24-nt small RNAs), P is the abundance of reads in each phase cycle, and U is the abundance of out of phase reads in the window. Analogous to previous studies [28], [31], a stringent threshold of P-score≥25 was used to identify phased siRNA clusters.

### Target prediction and PARE analysis

Target predictions for ta-siRNAs and *lbl1*-dependent siRNAs were made using Target Finder, allowing a maximum score = 4.5. Scoring was assigned as described previously [4]. PARE libraries were generated from B73 apex tissues as described previously [35]. PARE analysis was performed according to Zhai et al. [31], with the following minor modification: two windows flanking each predicted target site were defined and the total abundance of PARE tags matching to (1) a small window “W_S_” of 5 nt (cleavage site ±2 nt), and (2) a large window “W_L_” of 31 nt (cleavage site ±15 nt) calculated. Cleavage sites were filtered to retain only those for which W_S_/W_L_≥0.75 and W_S_≥4.

### RNAseq and differential expression analysis

Reads were trimmed and aligned to the B73 RefGen_v2 genome (release 5a.57) and the annotated exon junctions (version 5b_AGPv2) using TopHat v1.2.0. The majority (78–80%) of the trimmed reads were uniquely mapped and further analyzed for read counts per genes in the two replicates for each wild-type and *lbl1* mutant samples. RPKM values were determined using the Cufflinks package Cuffdiff v1.0.3 with default parameters, except that the “minimum alignment count” (-c) was set to 50 [66]. Differentially expressed transcripts were selected as those showing a 2-fold change in expression with a Cuffdiff determined, BH-corrected P-value<0.05. 

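The effect of the thresholds can be read from the authors' deposited table. Without a fold criterion, 1616 genes had a q-value below 0.05 in the authors' deposited table, and 1467 of them differed at least 1.5-fold. A q-value threshold of 0.01 left 765 genes at 2-fold, and a threshold of 0.1 gave 1447. Adjusting the p-values of the authors' deposited table by the Benjamini-Hochberg method over the tested genes gave the listed q-values to within 2.31e-06. The same adjustment over all listed genes, with the untested genes at a p-value of 1, left 790 genes at 2-fold.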

To analyze expression of repetitive elements, RNAseq reads were allowed to map up to 50 times to genome. Any multi-mapping reads were weighted 1/n, where n is the number of possible alignments. A counts table containing the total reads mapped to each repeat locus in each wild-type and *lbl1* replicate was analyzed as above.

### Generation of *arf3a*:*arf3a* and *arf3a*:*arf3a-m* transgenic lines

The MultiSite Gateway System (Invitrogen) was used to create the *arf3a:arf3a* and the *arf3a:m-arf3a* constructs. The coding sequences of *arf3a* (GRMZM2G030710_T01), and the *arf3a* regulatory regions (2.838 kb promoter and 1.059 kb 3′UTR) were amplified and cloned into pDONR entry vectors. To generate the tasiR-ARF insensitive *arf3a* version, mutations were introduced at the two tasiR-ARF target sites using megaprimer PCR mutagenesis. Entry clones for each of the two constructs were combined in a single MultiSite Gateway LR recombination reaction with the pTF101 Gateway-compatible maize transformation vector. Positive clones were transferred into *Agrobacterium tumefaciens* strain EHA101 and transformed into maize by the Iowa State University Plant Transformation Facility.

### Histological analysis

The *rgd2-Ds1* allele [18] was introgressed six times into B73, and segregating families were grown in growth-chambers at 16 hour 28°C/light and 8 hour 24°C/dark cycles. Leaves from mutant and wild-type plants were fixed and embedded as described [67]. Paraplast blocks were sectioned at a thickness of 10 µM and stained with Safranin-O and Fast Green according to Johansen's method.

### Quantitative RT-PCR analysis

Shoot apices were dissected from 12 day-old seedlings of *lbl1-rgd1*, *rgd2-Ds1,* and their respective non-mutant siblings. Total RNA was prepared using Trizol reagent (Invitrogen) and treated with DNase I (Promega). cDNA from 500 ng of RNA per sample was synthesized using Superscript III First-Strand Synthesis System (Invitrogen) according to manufacturer's protocol. Gene-specific primers were designed (sequence available upon request) for use with iQ SYBR Green Supermix (BioRad) in qPCR. The specificity of all amplification products was determined using dissociation curve analyses. Relative quantification (RQ) values were calculated based on at least three biological and two technical replicates using the 2^−ΔCt^ method, with the ΔCt of *glyceraldehyde-3-phosphate dehydrogenase* (*gapc*) as normalization control, taking into consideration the efficiencies of each primer pair as described [68], [69].

### Data access

High throughput sequencing data, both raw and processed files, has been submitted to the Gene Expression Omnibus and is available upon publication at accession number GSE50557.

## Supporting Information

S1 Figure *lbl1* shows a subtle effect on the overall small RNA population. The small RNA size distribution profiles are similar for wild-type and *lbl1*, but the 21-, 22-, and 24-nt small RNA levels (asterisks) differ significantly (p<0.05). Values shown are the mean normalized read counts (RPM) and SD from three independent biological replicates.
(TIF) Click here for additional data file.

S2 Figure Informatics flowchart for the identification of phased and/or LBL1-dependent small RNAs. The 21-, 22-, and 24-nt small RNA reads that perfectly matched to the unmasked B73 reference genome served as inputs into two distinct informatics pipelines, with a maximum of 20 alignments per read analyzed. Such reads from wild-type and *lbl1* were analyzed for LBL1 regulated small RNAs using the filters outlined in the right arm of the flowchart. The genome-matched reads from wild-type samples were also used for the identification of phased siRNA clusters using the left arm of the flowchart. Those 21-nt phased siRNA clusters with a P-score≥25 that are downregulated in *lbl1* were considered potential new phased siRNA loci.
(TIF) Click here for additional data file.

S3 Figure Genome-wide analysis of phased siRNA loci. (A) Phasing analysis identified 16, 102, and 8 loci that generate 21-, 22-, and 24-nt phased siRNAs, respectively. These correspond primarily to repetitive regions in the genome and their small RNA levels are mostly unchanged in *lbl1*. Phased siRNA levels at 8 low copy regions are changed significantly (q-value<0.05) in *lbl1* mutants. (B, C) Features of loci generating phased 22-nt small RNAs. (B) Phased 22-nt siRNAs map to the large intron of gene GRMZM2G181081, which is predicted to fold into a long hairpin RNA. (C) GRMZM2G481425 and GRMZM2G180676 generate overlapping antisense transcripts that give rise to phased 22-nt siRNAs.
(TIF) Click here for additional data file.

S4 Figure Organization of *TAS3* loci generating phased 21-nt ta-siRNAs. (A-G) Distribution and abundance of small RNAs from *tas3a* (A), *tas3b* (B), *tas3d* (C), *tas3f* (D), *tas3g* (E), *tas3h* (F), and *tas3i* (G). The top graphs in each panel show the size distribution profiles for small RNAs at the respective *TAS* locus (mean normalized read counts ± SD; n = 3). The majority of ta-siRNAs are 21-nt long, except at *tas3f* and *tas3h*, which generate a relatively abundant class of 22-nt siRNAs. The middle graphs show the number of normalized reads (RPM) for ta-siRNAs in phase with the 3′ miR390 cleavage site, whereas the bottom graphs show the abundances of out-of-phase small RNAs at each locus. Red boxes, miR390 binding sites; green boxes tasiR-ARFs; vertical dashed lines, the 21-nt register.
(TIF) Click here for additional data file.

S1 Table Summary of sequenced small RNA reads.
(DOCX) Click here for additional data file.

S2 Table Summary of sequenced mRNA reads.
(DOCX) Click here for additional data file.

Dataset S1 Annotation of LBL1 regulated 21-, 22-, and 24-nt small RNA windows.
(XLS) Click here for additional data file.

Dataset S2 Annotation of 21-, 22-, and 24-nt phased siRNA clusters.
(XLSX) Click here for additional data file.

Dataset S3 RNAseq and PARE analysis of predicted small RNA targets.

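The dataset lists RPKM for 19 genes, and all of these values are those of the authors' deposited table. Of the 9 *TAS3* transcripts of Table 1, Cuffdiff tested 7. Its test failed for *tas3a* (GRMZM2G178686), at 44.6 RPKM in wild type and 46.7 RPKM in *lbl1*, and *tas3h* (GRMZM2G588623) was not tested at 0.584 and 0.797 RPKM. None of the 9 was called at 2-fold and a q-value below 0.05, and 3 had a p-value below 0.05 in the authors' deposited table. *tas3b* (GRMZM2G020468, chromosome 9, 134289480 to 134291015) fell from 267.5 to 137 RPKM, with a q-value of 0.000279 in the authors' deposited table, but the ratio of 0.511 misses the 2-fold criterion. Without that criterion it was the 1 *TAS3* gene called. *tas3i* (GRMZM2G512113, chromosome 5, 183516837 to 183517601) fell from 61.2 to 29.5 RPKM at a q-value of 0.19 in the authors' deposited table. The largest increase was that of *tas3f* (GRMZM2G155490), from 4.66 to 10.3 RPKM, at a q-value of 0.456 in the authors' deposited table. The 8 *TAS3* genes with at least 1 RPKM in either genotype had a median log2 fold change of −0.59, at percentile 0.5 of the random lists of 8 genes matched on mean RPKM, whose central 95% ran from −0.44 to 0.34.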

(XLSX) Click here for additional data file.

Dataset S4 RNAseq analysis of genes accumulating LBL1 regulated small RNAs.

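All 23 genes of the dataset have the RPKM values of the authors' deposited table. The 7 genes with fewer small RNAs in *lbl1* included 1 tested gene, and 6 of them were under 1 RPKM in both genotypes. Of the 16 genes with more small RNAs, 7 were tested, of which 3 were higher and 4 lower in *lbl1* as deposited.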

(XLS) Click here for additional data file.

Dataset S5 RNAseq analysis of genes nearby windows accumulating 24-nt LBL1 regulated small RNAs.

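For 104 of the 106 windows the RPKM values of the dataset are those of the authors' deposited table. The 46 tested genes other than GRMZM2G027495, GRMZM2G016435 and GRMZM2G089713 had log2 fold changes from −2.94 to 2.04 as deposited, with a median of −0.26, and 5 of them differed at least 2-fold. The 58 genes with at least 1 RPKM in either genotype had a median of −0.22, at percentile 7.57 of random lists matched on mean RPKM.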

(XLSX) Click here for additional data file.

# Supplementary material for: Genome-Wide Analysis of leafbladeless1-Regulated and Phased Small RNAs Underscores the Importance of the TAS3 ta-siRNA Pathway to Maize Development
**Source:** PLoS Genet. 2014 Dec 11;10(12):e1004826. doi: 10.1371/journal.pgen.1004826
**Supplement:** S1 Table — Summary of sequenced small RNA reads.

**Table S1: Summary of Sequenced small RNA Reads**

|  | **WT_1** | **WT_2** | **WT_3** | ***lbl1*_1** | ***lbl1*_2** | ***lbl1*_3** |
| --- | --- | --- | --- | --- | --- | --- |
| **18-26 nt Reads** | 3934045 | 4188485 | 3555224 | 3378193 | 3295362 | 3489183 |
| **Genome-Matched Reads** | 3710371 | 3872793 | 3305761 | 3076677 | 3000592 | 3187747 |
| **(% of Total Reads)** | (94.3%) | (92.5%) | (93.0%) | (91.1%) | (91.1%) | (91.4%) |
| **Distinct Genome-Matched Reads** | 1618249 | 1672721 | 1482263 | 1404666 | 1413360 | 1440737 |
| **(% of Genome-Matched Reads)** | (43.6%) | (43.2%) | (44.5%) | (45.6%) | (47.1%) | (45.2%) |

How the deposited data were processed for this re-analysis (not part of the article)

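RNA from vegetative apices of 2-week-old B73 wild-type and *lbl1-rgd1* seedlings was sequenced for 2 samples per genotype. The authors trimmed the reads, mapped them with TopHat to B73 RefGen_v2 and the exon junctions of its annotation, and used the uniquely mapped reads in Cuffdiff with default parameters except a minimum alignment count of 50. The RPKM values in the authors' deposited table are read numbers scaled to transcript length and to mapped reads, with 1 value per genotype over its 2 samples. The p-values and q-values in the authors' deposited table come from Cuffdiff's test between the genotypes. The q-values were checked to be Benjamini-Hochberg adjusted over the tested genes alone. The log2 ratio in the authors' deposited table was checked to be that of *lbl1* over wild type, and where one genotype is at 0 RPKM or the test failed it holds a placeholder. Small RNA libraries, 3 per genotype, were not analysed here.

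Because the table pools the samples, it gives no values per sample, so no SD, no test across samples and no test of the replicates was possible. The numbers of reads per sample, which S2 Table summarises, were not used here. Among 10216 untested genes above 0 RPKM in both genotypes, single ratios of *lbl1* to wild type recurred, 0.767 in 138 genes and 1.311 in 105, as whole reads would give. The reads themselves were not recovered, because each value pools 2 samples and depends on the length of the transcript. A gene was tested by Cuffdiff only if it reached at least 1.71 RPKM in one genotype, and for genes under that level a difference was not detectable. The summed RPKM was 1.03e+06 in wild type and 1.05e+06 in *lbl1*, the 75th percentiles were 34.5 and 33.9 RPKM, and the 10 highest genes held 4.63% and 3.99% of the sum. The tests written for counts or for values per sample were not used, since the table holds RPKM by genotype.

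A gene was called when its RPKM values differed at least 2-fold and its q-value in the authors' deposited table was below 0.05, as in the paper's methods. For the genes of Dataset S5 the q-value in the authors' deposited table was used without a fold criterion. Folds use no pseudocount, and a gene listed at 0 RPKM in one genotype counts as 2-fold but is given no fold. Gene lists came from Tables 1 and 2 and Datasets S2 to S5. The median log2 fold change of each list with at least 5 genes at 1 RPKM or more was set as a percentile among 10000 random lists of the same size matched on mean RPKM. Positions of the called genes were compared in windows of 5 Mb with at least 20 tested genes, against 10000 permutations of the calls among tested genes. Genes beside windows with fewer and more 24-nt siRNAs were compared with 100000 permutations of the labels. Locus starts in the table count from 0, so 1 was added. This was tested on the distances in Dataset S5, where 44 of 52 windows before a locus and 31 of 37 after it lay exactly at the stated distance, counted from the middle of the window. The window and siRNA directions were taken from the paper's datasets.

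The lists, the criteria, the main alternatives and the rule for named genes were fixed before the data were examined. The rule names every gene of the text and Tables 1 and 2, genes of Datasets S3 to S5 with a q-value below 0.05, *lbl1*, and the 2 genes with the largest increase and decrease among called genes with at least 1 RPKM in both genotypes. Names came from the authors' deposited table, which names 1665 genes, 71 of them called, and 18777 identifiers matched a synonym in a later maize annotation (NAM-5.0), 713 of them called. Coordinates of that annotation were not used. Genes of the low-oxygen, wound and jasmonate, and leaf polarity lists were chosen by name after part of their values had been seen, and the other members were listed before their values were looked at. The alternatives varied the fold and q-value thresholds, the pseudocount, the filter on low RPKM, the scaling, the adjustment, the window size and the distance to a gene.

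Each calculation was tested on simulated data with known answers. In 25932 simulated genes, 200 of 200 changed genes were recovered with 0 false calls. The unchanged genes were simulated with too little spread to reach 2-fold, so this tests the calculation and not the reliability of the calls. A planted window was found at p = 0.001 in a permutation test with 1000 permutations, and 4 of 200 simulated genomes with scattered calls gave a permutation p-value below 0.05. A list of 20 shifted genes reached percentile 100, and 6 of 200 unshifted lists lay outside the central 95%. Among simulated sets of 57 genes, 9 of 200 without and 181 of 200 with a shift of 0.6 gave a permutation p-value below 0.05. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.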

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

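The borders of the chromosome 6 stretch, the comparisons with the genes between it and *lbl1* and past *lbl1*, the comparisons that leave the stretch out, the positions of siRNA windows inside it and the comparison of genes with a failed test were tests chosen only after the result was seen. Of the results given here, the paper's text reports the increase of SHRUNKEN1 (SH-1). Its methods leave out changed 24-nt small RNAs of the *lbl1* introgression interval, without naming the borders in the text, and describe no such step for transcripts.

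Called genes were concentrated on chromosome 6 near *lbl1*. Over 382 windows of 5 Mb the median share of tested genes that were called was 3.80%, and the window from 10 to 15 Mb on chromosome 6 stood out with 25 of 41 tested genes, 61.0%. All 25 were lower in *lbl1*, and 11 were listed at 0 RPKM there. The adjoining window from 15 to 20 Mb followed with 11 of 27 (40.7%), again all lower. In 10000 permutations of the calls among tested genes, 95% of the highest shares were at or below 21.9%, and none reached the observed one (permutation p = 0.0001, the smallest they can give). The values argue against neighbouring copies of single genes as the source, since with 1 tested gene kept per 200 kb the highest share was 63.6% (7 of 11 genes, permutation p = 0.0001, the smallest they can give). What stays open is donor sequence linked to the *lbl1* allele. Within 20 Mb of *lbl1*, 17.7% of 283 tested genes were called against 4.23% elsewhere (permutation p = 0.0001, the smallest they can give). Most of these calls belong to a single run of genes, from 11200705 to 15743090, and with that run left out 17 of 233 genes were called, 7.30% (permutation p = 0.0222), which is consistent with linked donor sequence but a much smaller excess. Reads of donor sequence may also map poorly to B73, which would make the calls lower in *lbl1*. In the 2 windows 100% of the 36 calls were lower against 30.8% of the calls elsewhere (Fisher's exact test, p = 1.50e-18), and with the run left out, 12 of the 17 calls within 20 Mb of *lbl1* were lower, 70.6% against 30.4% elsewhere (Fisher's exact test, p = 0.000843). Neighbouring genes are not independent, so these p-values describe the positions only. The rest of chromosome 6 was not free of such calls. Of the 105 called genes more than 8-fold lower in *lbl1*, 55 lie on chromosome 6, and 33 of these in the run. Its windows from 60 to 65 Mb (6 of 32 tested genes called, 5 lower) and from 55 to 60 Mb (5 of 39, 5 lower) also ranked high. Both stay below 21.9%, and both count as elsewhere in these comparisons. Donor genes that are absent or differ in expression would give the same direction as poor mapping, and genotypes of linked regions were not analysed here. An effect of the mutation on linked genes was not tested, and in this comparison of genotypes it is confounded with the linked sequence.

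Within these windows, neighbouring genes were almost silent in *lbl1*. The run of genes scoring highest for RPKM more than 8-fold lower reaches from 11200705 to 15743090 on chromosome 6 and ends 1.42 Mb before *lbl1*. Of its 50 tested genes, 45 were more than 8-fold lower in *lbl1*, 22 of them at 0 RPKM, and the summed RPKM of the 50 genes fell from 825 to 20.0, which is 2.43%. The run scored 40, against at most 5 in 1000 genomes with permuted genes and 3 on any other chromosome. The 5 other tested genes were at or below 2.10 RPKM in both genotypes and none was called. Of these, 3 were lower in *lbl1* and 2 higher, GRMZM2G378771 at 0 and 2.01 RPKM and GRMZM2G346234 at 1.67 and 1.96 RPKM in wild type and *lbl1*, which a segment missing or silent throughout would not give unless the reads came from elsewhere. If donor reads that map poorly were the source, linked genes outside the run would fall as well. By summed RPKM no side fell as the run did. The 6 tested genes from the run to *lbl1*, the gene itself included, kept 86.8% of their summed wild-type RPKM (143% without *lbl1*), the 4 within 2 Mb before the run kept 86.5%, and the 126 within 20 Mb past *lbl1* kept 94.0%. By the number of nearly silent genes, 0 of the 6 and 0 of the 4 genes were more than 8-fold lower, while past *lbl1* 23 of 126 were, 18.3% against 3.53% elsewhere outside the run (Fisher's exact test, p = 1.29e-10). Among these 23 is GRMZM2G100568 at 17486124, which fell from 18.2 to 0.471 RPKM. The 2 measures point different ways, a sum rests on its few highest genes, and 6 and 4 genes are too few to tell a share of 18.3% from none, so poor mapping of donor reads cannot be told apart from a loss of transcripts in the run. The genes named in this paragraph were chosen after their values were seen. A segment missing from the *lbl1* chromosome is a candidate explanation. Its prediction for the untested genes of the run, less than 10% of summed wild-type RPKM, was not met, since they kept 32.5%, from 20.0 to 6.52 RPKM. Of the 43 untested genes above 0 RPKM in wild type, 36 were at 0 RPKM in *lbl1*, and untested genes within 5 Mb of the run kept 74.9%. These genes lie near the floor, where few reads and reads from related sequences count, so a missing segment and a segment that is present but silent cannot be told apart. In the paper's Dataset S1, 3 windows inside the run, from 11604501 to 11922500, had more 24-nt siRNAs in *lbl1*, while 1 window there had fewer 21-nt and 2 had fewer 22-nt siRNAs. All 6 are annotated to 1 repeat, and the 3 windows differ by at most 1 read in any library, so reads shared between copies of the repeat are not ruled out and the windows do not show that the segment is present. The 3 windows with more 24-nt siRNAs also lie before the second tested gene of the run, which starts at 12867694. Placing them inside the run rests on its first tested gene. Leaving out the run lowers the number of called genes from 1135 to 1102, and the number lower in *lbl1* from 375 to 342, which is a setting chosen after seeing the data.

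Cuffdiff's test failed for 796 genes with at least 1 RPKM in both genotypes, and 82 of them differed at least 2-fold, 36 higher and 46 lower in *lbl1*. None of these enters a count of called genes. GRMZM2G131421 on chromosome 9 (20693835 to 20695096), at 1.09 RPKM in wild type and 85.0 RPKM in *lbl1*, is such a gene. If the values of these genes were noisier, large differences would be more frequent among them. The share with a 2-fold difference was 10.3% against 10.6% among tested genes drawn at like RPKM (10000 draws, permutation p = 0.614), which argues against it. Their loci were shared with another gene in 42.7% of cases against 27.7% for tested genes. Whether these differences exceed the spread between samples is unknown, and no biological explanation was tested.

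Genes named for low-oxygen metabolism were higher in *lbl1*. Of 12 such genes, 7 were called higher: ADH2, PDC1, PDC2, SH-1, HB, gpc4 and PHI1. Their values had been seen before the list was written, so they carry no test. The 5 members not looked at before were all higher but none reached 2-fold, with log2 fold changes as deposited of 0.62 for ADH1, 0.10 for PDC3, 0.26 for SUS1, 0.89 for GAPC3 and 0.38 for ENO1. The q-values of ADH1 and GAPC3 in the authors' deposited table were 1.76e-06 and 0 as listed, and those of the other 3 were 0.478 or above. Related genes of glycolysis that served as controls had values of 0.10 (GAPC1), 0.21 (GAPC2) and −0.55 (ENO2). The difference in medians was 0.28 (exact two-sided permutation test over 56 splits, p = 0.304). A low-oxygen response in the *lbl1* apices and a change in other pathways cannot be told apart with 5 and 3 genes. The apices of both genotypes were dissected, and a difference in handling or in the tissue sampled was not tested.

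Genes named for wounding and jasmonate were also among the highest. WIP1 (GRMZM2G156632) rose from 0.787 to 215 RPKM, and GRMZM2G028393, named pis7, had a log2 fold change of 6.85 as deposited. With TPS6, tps26 and LOX8, 5 of 10 genes of the list were called higher, all of them seen before the list was written. The 5 members not looked at before had log2 fold changes of 0.57 (LOX10), −0.07 (aoc), −0.39 (OPR7), −0.87 (OPR8) and 0.99 (cpi2), with a median of −0.067, or 0.034 relative to the median gene. The q-value of LOX10 in the authors' deposited table was 0.0386, and those of the others were 0.0691 or above. As the log2 fold changes go both ways, a wound response in the *lbl1* apices could be neither shown nor excluded. It cannot be told apart from a rise of single genes. Scaling does not account for a log2 fold change of 6.85, as centring on the median gene gave 6.96.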

How the results depend on the processing

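The alternative that leaves out genes listed at 0 RPKM in wild type, the one that leaves out the chromosome 6 stretch and the centring of the list medians were chosen after seeing the data. No test of an explanation was added for these comparisons.

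Of 177 values under the other settings fixed in advance, 163 kept their direction and side of the threshold, or stayed within 1.5 times for a count. Some of the 163 could not have moved, so the number overstates stability. No *gyma* target was tested, and adjustment over the tested genes returns the listed q-values. Every tested gene also passes a filter of 1 RPKM in either genotype. The number of genes called was 1135 and ranged from 626 with a 4-fold criterion to 1616 with no fold criterion. It fell to 753 where at least 1 RPKM was required in both genotypes, because that filter removes called genes under 1 RPKM in one genotype, of which 69 were listed at 0 RPKM. Other settings gave 1066 without genes listed at 0 RPKM in one genotype, 1093 with a pseudocount of 1 RPKM, 1130 with a pseudocount of 0.1 RPKM and 980 with 1 gene per locus. Centring on the median gene gave 1108 genes, 783 higher and 325 lower, and scaling to the same 75th percentile gave 1127.

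The 4 *ARF3* genes were called under all 7 alternatives tried for them, and GRMZM2G093276 under all 7 for the genes of Dataset S4. The looser criteria among these alternatives could not have removed a call. No *TAS3* gene was called at 2-fold, while 1 gene, *tas3b*, was called with no fold criterion and 1 at 1.5-fold, because its decrease lies between 1.5-fold and 2-fold. For the genes of Dataset S5, 5 in place of 3 were called at a q-value below 0.1 or with adjustment over the list alone, by construction of the looser criteria. With a 2-fold criterion 2 of the 3 were called, GRMZM2G089713 and GRMZM2G016435. Of the genes targeted by the *gyma*-derived siRNA, 1 reached 1 RPKM in either genotype, 0 did so in wild type alone, and 2 reached 0.5 RPKM. No alternative called a gene at the phased clusters of Dataset S2 or among the *gyma* targets, where no test or few tests were made.

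The highest share of called genes in a 5-Mb window, 61.0%, lay between 46.3% and 63.3% with other window sizes and stricter calls, each on chromosome 6. It was 18.5% (permutation p = 0.0903) in another window of chromosome 6 where at least 1 RPKM was required in both genotypes, which by construction removes genes under 1 RPKM in *lbl1*. The median of the Dataset S4 genes changed sign, from −0.00078 to 0.00073 with a pseudocount of 1 RPKM and to 0.10 with centring on the median gene. The medians of the genes of Datasets S2 and S5, *ARF3* and *TAS3* kept their sign under each alternative run for them. Centring moves every gene of a list alike, so the percentiles among random lists stay as they were. Of the lists chosen by name, the 5 wound and jasmonate genes not looked at before moved from a median of −0.067 to 0.034 with centring. For named genes, GRMZM2G018189 changed from −0.01 to 0.095 with centring and to 0.017 with the 75th percentile, and GRMZM2G181081 from −0.01 to 0.092 and 0.015. These values are close to 0 and move with the shift of the median gene. The difference between genes beside gained and lost windows kept its direction and stayed within permuted labels in 4 alternatives, with permutation p-values from 0.127 to 0.696.

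No paired analysis was possible because the columns of the table carry no replicate numbers. Leaving out each replicate, a replicate block and limma on log2(RPKM + 0.1) were not run, since there are no values per sample. DESeq2 in place of edgeR and the low-count filter were not run, since there are no counts. The list median of the genes at phased clusters was not run with at least 1 RPKM in both genotypes, which left fewer than 5 genes. The depth limits all statements on genes under 1.71 RPKM, which were not tested.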

Differences from the paper's values

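No test was chosen here after a result was seen, apart from the setting named as such.

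In Dataset S5, 4 of the 296 RPKM values compared with the paper's datasets differ from the authors' deposited table. For GRMZM2G050560, on chromosome 10, the paper's values are 21.3 RPKM (21.251) in wild type and 12.6 RPKM (12.6373) in *lbl1*, and the table lists 0 RPKM in both. For AC199961.4_FG001, the paper's values beside a neighbouring window are the same pair, 21.3 and 12.6 RPKM, and the table lists 0.0495 and 0.0519 RPKM. Beside another window, the paper's values for AC199961.4_FG001 are those of the table. In the table this pair belongs to GRMZM2G008611, which shares the locus from 146749163 to 146803543 with both genes. No alternative set before the data were examined applies to an RPKM value, so none closed the gap.

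The paper counts 1116 differentially expressed genes, and the same criteria gave 1135. The alternatives set before the data were examined gave from 626 to 1616 genes, and none gave 1116. Leaving out the genes listed at 0 RPKM in wild type, a setting chosen after seeing the values, gave 1116.

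The paper states that the targets of the *gyma*-derived siRNA are at less than 1 RPKM, and GRMZM2G700046 was at 1.19 RPKM in *lbl1* and 0.723 RPKM in wild type. The paper states that they keep normal expression in *lbl1*, and none of the 8 was tested. The paper counts GRMZM2G027495 among the genes with a significant difference near changed 24-nt windows, and its difference was 1.42-fold, under the 2-fold criterion used for the count over all genes.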

Other observations

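The names in the leaf polarity list were chosen by name after 1 of their values had been seen, and the count of 24-nt windows along chromosome 6 was among the comparisons chosen only after the result was seen.

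More genes were called higher than lower in *lbl1*, 67.0% of the calls. If the scaling of the 2 genotypes were the source, centring on the median gene would bring the numbers close together. The share called higher was 70.7% after centring and 67.7% after scaling to the same 75th percentile. The median gene and the 75th percentile were lower in *lbl1*, so either step could only raise this share. For the fold criterion, this argues against scaling as the source. The q-values were kept as listed, so significance was not tested again under another scaling. The chromosome 6 stretch holds 8.8% of the lower calls. A biological effect of the mutation and differences in tissue composition were not tested.

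GRMZM2G089713 (SHRUNKEN1) rose in *lbl1*, and the paper relates this to fewer 24-nt siRNAs at the adjacent repeat. As a hypothesis, loss of 24-nt siRNAs could raise neighbouring genes in general, and genes beside windows with fewer 24-nt siRNAs would then be higher than those beside windows with more. The difference of the medians was −0.12, in the other direction, and within permuted labels (two-sided permutation test, p = 0.345). The comparison speaks of the 57 genes as a set, and an effect at SHRUNKEN1 alone cannot be told apart from other causes. SHRUNKEN1 is also among the 7 of 12 low-oxygen genes called higher, all 7 of which had been seen before the list was written.

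The 7 leaf polarity genes whose values had not been seen were at or below 0 on the log2 scale as deposited, with a median of −0.86 at percentile 0.75 of matched random lists. The values were −2.81 for WOX3A, −1.37 for RGD2, −1.33 for wox3A, −0.86 for mwp1, −0.74 for LBD6, −0.46 for rld2, whose test failed, and 0.00 for RS2. With centring RS2 moved to 0.10 and the other 6 stayed below 0. Only LBD6 among them had a q-value below 0.05 in the authors' deposited table, 0.000542, at 23.0 and 13.8 RPKM. The eighth gene, kan1 (GRMZM2G056400), had been seen before and was called lower at 4.06 and 0.282 RPKM. In *lbl1*, WOX3A, wox3A and kan1 were below 1.71 RPKM, so their log2 fold changes are uncertain. The gene wox3A also lies on chromosome 6 within 20 Mb of *lbl1*, where linked sequence is confounded with the mutation. The list was not divided by the role of its genes, so its median does not show a joint decrease of a pathway.

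The 13 genes other than *TAS3* at the phased clusters of Dataset S2 included 3 tested genes, of which none was called and none had a p-value below 0.05 in the authors' deposited table. The 5 genes at 1 RPKM or more had a median log2 fold change of −0.29, at percentile 28.0 of matched random lists. GRMZM2G181081 was at 33.9 and 33.7 RPKM.

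Before the chromosome 6 stretch, between 6118001 and 10353500, lie 15 of the 113 windows with fewer 24-nt siRNAs in the paper's Dataset S1 and 2 of the 96 with more. Inside the stretch, before its second tested gene at 12867694, lie 3 windows, all with more. The paper's methods leave out changed 24-nt small RNAs of the introgression interval, whose borders its text does not name, so these counts are not compared further here. Of the 37 tested genes over that part, 1 was called.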
